# Breakage-Fusion-Bridge Events Trigger Complex Genome Rearrangements and Amplifications in Developmentally Arrested T Cell Lymphomas

**DOI:** 10.1016/j.celrep.2019.05.014

**Published:** 2019-06-04

**Authors:** Joy J. Bianchi, Valentine Murigneux, Marie Bedora-Faure, Chloé Lescale, Ludovic Deriano

**Keywords:** cancer genome landscape, T cell development, T cell lymphoma, DNA damage, structural variation, breakage-fusion-bridge, RAG1/2 nuclease

## Abstract

To reveal the relative contribution of the recombination activating gene (RAG)1/2 nuclease to lymphomagenesis, we conducted a genome-wide analysis of T cell lymphomas from p53-deficient mice expressing or lacking RAG2. We found that while *p53*^−/−^ lymphoblastic T cells harbor primarily ectopic DNA deletions, *Rag2*^*−/−*^*p53*^*−/−*^ T cell lymphomas display complex genomic rearrangements associated with amplification of the chromosomal location 9qA4-5.3. We show that this amplicon is generated by breakage-fusion-bridge during mitosis and arises distinctly in T cell lymphomas originating from an early progenitor stage. Notably, we report amplification of the corresponding syntenic region (11q23) in a subset of human leukemia leading to the overexpression of several cancer genes, including *MLL/KMT2A*. Our findings provide direct evidence that lymphocytes undergo malignant transformation through distinct genome architectural routes that are determined by both RAG-dependent and RAG-independent DNA damage and a block in cell development.

## Highlights

• Lymphomas from RAG2/p53- and p53-deficient mice bear distinct genome architectures
• Block in T cell development leads to 9qA4-5.3 rearrangements and amplifications
• Breakage-fusion-bridge events trigger 9qA4-5.3 aberrations in early T cell lymphomas
• The syntenic region 11q23 is amplified in some human hematological cancers

## Introduction

Genetic mutations are thought to result from the combination of specific DNA damage and DNA repair processes that modify the DNA sequence and clonal selection mechanisms that contribute to cancer evolution (Jackson and Bartek, 2009, Stratton et al., 2009, Yates and Campbell, 2012). As DNA damage response and repair genes are quite ubiquitously expressed in all cell and tissue types, it remains puzzling why each cancer subtype harbors a distinctive architecture of genome rearrangements.

Immature lymphoid cells are exposed to potentially harmful DNA damage events as DNA double-strand breaks (DSBs) are generated during the assembly of immunoglobulin (Ig) and T cell receptor (TCR) variable region exons via a cut-and-paste mechanism termed V(D)J (variable [diversity] joining) recombination (Bassing et al., 2002). This process is initiated when the recombination activating gene products RAG1 and RAG2, forming the RAG endonuclease, introduce DSBs between V, D, or J coding gene segments and flanking recombination signal sequences (RSSs). Recombination activating gene (RAG)-induced DSBs activate the ataxia telangiectasia mutated (ATM) kinase-dependent DNA damage response (DDR) that promotes DNA repair and mediates the p53-dependent G1/S checkpoint that arrests or eliminates cells with unrepaired DSBs. Subsequently, the non-homologous end joining (NHEJ) pathway joins RAG-DNA ends in a recombinant configuration, forming a coding joint (the rearranged antigen receptor gene) and a reciprocal signal joint (Deriano and Roth, 2013, Helmink and Sleckman, 2012, Schatz and Swanson, 2011). In addition to promoting adaptive immunity, RAGs have been implicated in the genesis of genetic instability associated with lymphoid malignancy (Marculescu et al., 2006, Onozawa and Aplan, 2012, Roth, 2014).

Loss of p53 alone in mice is sufficient to induce malignancy with a majority of animals developing thymic T cell lymphomas within approximately 4 to 6 months of age (Deriano et al., 2011, Donehower et al., 1992, Jacks et al., 1994, Lescale et al., 2016). In this model, the relative contribution of the RAG recombinase to genomic rearrangements and to overall lymphomagenesis is unclear. Indeed, p53-deficient thymic lymphoma genomes contain a relatively low number of structural variations (SVs), among which only a fraction contains signs of off-target RAG-mediated recombination (Dudgeon et al., 2014, Mijušković et al., 2015). In addition, unlike lymphoid tumors arising in mice expressing mutant RAG proteins (Deriano et al., 2011, Zhang et al., 2011) or harboring DNA repair deficiency (Zha et al., 2010, Zhu et al., 2002), p53-deficient T cell tumors lack recurrent chromosomal translocations or complex genomic rearrangements (Bassing et al., 2003, Deriano et al., 2011, Liao et al., 1998, Mijušković et al., 2015, Morales et al., 2006). Finally, RAGs are not required for lymphomagenesis, as RAG1/p53- or RAG2/p53-doubly deficient mice readily develop thymic T cell lymphomas (Delbridge et al., 2016, Liao et al., 1998, Nacht and Jacks, 1998).

Here, we use deep whole genome sequencing and cytogenetics to analyze the genomes of T cell lymphomas from p53-deficient mice expressing or lacking RAG2. We report that both RAG-dependent and RAG-independent DNA damage underlie the onset of focal DNA deletions in p53-deficient lymphoblastic T cells. Strikingly, in tumors lacking RAG2, we identify a unique genome signature associated with complex genome rearrangements and amplifications of the chromosomal region 9qA4-5.3. We show that this localized genomic catastrophe occurs via a breakage-fusion-bridge mechanism and appears distinctly in T cell lymphomas originating from an early developmental stage. Notably, we also report amplification of this region in a small subset of human acute myeloid leukemia (AML) that is associated with *TP53* alterations and, moreover, amplification of this region in mouse and human tumors leads to the overexpression of several candidate or known cancer genes including *Mll/Kmt2a*.

## Results

### T Cell Lymphomagenesis in *Rag2*^*−/−*^*p53*^*−/−*^ and *p53*^*−/−*^ Mice

To decipher the role of the V(D)J recombinase in lymphomagenesis, we bred *Rag2*^*−/−*^ mice (Shinkai et al., 1992) with *p53*^*−/−*^ mice (Jacks et al., 1994) and followed tumor appearance in *p53*^*−/−*^ and *Rag2*^*−/−*^ *p53*^*−/−*^ mice (Figures S1 and S2). We next analyzed T cell lymphomas originating from these mice at the DNA level by performing whole genome deep sequencing of four *p53*^*−/−*^ and four *Rag2*^*−/−*^*p53*^*−/−*^ thymic T cell tumors at an average coverage of 36X (range = 18−52) (Figure S2; Table S1). As expected for RAG-proficient *p53*^*−/−*^ T cell lymphomas, sequence variation analysis showed alterations in the TCR and Ig genes (range = 2−7 rearrangements per tumor sample), indicating a clonal or oligoclonal origin (Figure S2A; Table S2). The *Tcrβ*, *Tcrα*, and *Igh* gene loci were most frequently rearranged with *Tcrα* rearrangements detected in all four tumor samples (Figure S2A; Table S2), indicating that *p53*^*−/−*^ T cell tumor clone(s) originate from a cluster of differentiation 4 (CD4)^+^/CD8^+^ double positive (DP) and/or single positive (SP) T cell stage (Figure 1A). Consistent with this, p53-deficient T cell tumors harbored high TCRβ expression and high CD28 expression, a marker of T cell differentiation post pre-TCRβ selection (Figure S2B) (Gross et al., 1992). Notably, oncogenic lesions underlying these tumors might originate at an earlier stage, followed by further differentiation to yield the observed phenotype (Figure 1A). In contrast, we did not detect V(D)J rearrangements or CD28/TCRβ expression in *Rag2*^*−/−*^*p53*^*−/−*^ lymphomas owing to the incapacity of developing T cells to initiate V(D)J recombination and differentiate in the absence of RAGs (Figures S2A and S2B; Table S2) (Shinkai et al., 1992). Together with the observation that in young *Rag2*^*−/−*^ *p53*^*−/−*^ animals, T cells are arrested at a CD4^−^/CD8^−^ double negative (DN) stage of differentiation prior to overt cell transformation (Figure S1C) (Nacht and Jacks, 1998), these results indicate that *Rag2*^*−/−*^ *p53*^*−/−*^ T cell cancer clone(s) originate from an early progenitor T cell stage (Figure 1A).

**Figure 1:**
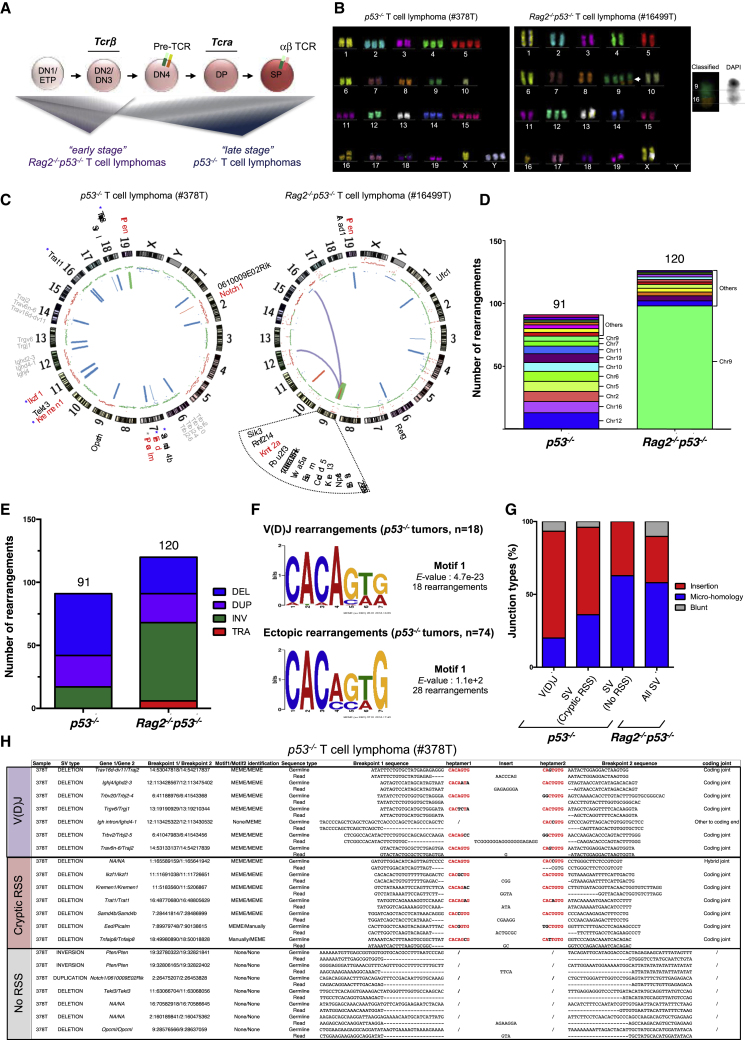
Genome-wide Instability in p53-Deficient T Cell Lymphomas (A) Schematic of T cell development and lymphoma onset; DN, CD4^−^CD8^−^; ETP, early T cell progenitors; DP, CD4^+^CD8^+^; SP, CD4^+^ or CD8^+^. (B) Spectral karyotyping of representative metaphases. White arrow, t(9;16). (C) Circos plots of SVs and CNVs detected in representative tumors. CNV: blue, loss; red, gain. SV: translocation, purple; inversion, green; deletion, blue; duplication, red. Genes altered by SVs are annotated: gray, V(D)J genes; red, cancer genes; blue asterisk, cryptic RSS at the breakpoint; gray asterisk, cryptic RSS at the partner breakpoint. (D) Number and distribution of ectopic SVs in *p53*^*−/−*^ (n = 4) and *Rag2*^*−/−*^*p53*^*−/−*^ (n = 4) lymphomas. (E) Number and type (TRA, translocation; INV, inversion; DUP, duplication; DEL, deletion) of SVs in *p53*^*−/−*^ (n = 4) and *Rag2*^*−/−*^*p53*^*−/−*^ (n = 4) lymphomas. (F) Agnostic motif search of heptamer sequences using Multiple EM for Motif Elicitation (MEME) at the V(D)J and ectopic breakpoint junctions from *p53*^*−/−*^ lymphomas (n = 4). (G) Junction types in canonical V(D)J rearrangements and ectopic SVs from *p53*^*−/−*^ (n = 4) and *Rag2*^*−/−*^*p53*^*−/−*^ (n = 4) tumors. (H) Breakpoint junction sequences from one representative *p53*^*−/−*^ tumor. Germline, mm10 reference genome; read, consensus reads identified at the breakpoint junctions by Delly algorithm. Conserved heptamer nucleotides are in red. For sequences with RSSs, gaps represent resected nucleotides. For sequences without RSSs, only the 20 bp included in the SV are shown for the consensus read. Gaps represent the nucleotides not conserved in the SV. NA, regions not annotated.

### Genome-wide Instability in p53-Deficient T Cell Lymphomas

We next conducted spectral karyotyping (SKY) on metaphase preparations of early passage tumor T cells (Figure 1B; Table S3). The average chromosome number was 47 (range = 31−66) and 43 (range = 13−70) in *p53*^*−/−*^ and *Rag2*^*−/−*^ *p53*^*−/−*^ individual tumor T cells, respectively (Table S3). Chromosome gains were more frequent than chromosome losses and, although any of the 20 chromosomes could be affected, gains of chromosomes 14 and 15 were found in more than 50% of the metaphases analyzed in both T cell lymphomas (Figure 1B; Table S3), suggesting that one or multiple selection mechanisms shape aneuploidy in p53-deficient tumors. SKY confirmed the rarity of clonal translocations in *p53*^*−/−*^ T cell lymphomas (Deriano et al., 2011), while, more surprisingly, most *Rag2*^*−/−*^ *p53*^*−/−*^ lymphoma analyzed harbored recurrent translocations involving chromosome 9 (Figure 1B; Table S3).

To further characterize genomic instability, we analyzed somatic structural variations (SVs) from our whole genome sequencing data. In total, we identified 211 SVs, including 6 inter-chromosomal and 205 intra-chromosomal rearrangements (Figure S3; Tables S2 and S4). In *p53*^*−/−*^ T cell lymphomas, our analysis identified 91 intra-chromosomal SVs that were quite uniformly dispersed throughout the genome (Figures 1C, 1D, and S4A). These SVs were primarily deletions (49 SVs; 54%), with a relatively equivalent number of duplications (25 SVs; 27%) and inversions (17 SVs; 19%) (Figures 1C, 1E, and S4A; Tables S2 and S4). Although lacking RAG nuclease activity, *Rag2*^*−/−*^ *p53*^*−/−*^ T cell lymphomas harbored a high number of SVs, with 120 rearrangements identified in four tumor samples. Strikingly, in contrast to *p53*^*−/−*^ tumors a vast majority of these rearrangements (98 SVs; 81%) located to chromosome 9, with only 22 SVs distributed throughout the other 19 chromosomes (Figures 1C, 1D, and S4B). In addition, *Rag2*^*−/−*^ *p53*^*−/−*^ T cell lymphoma-associated SVs were primarily inversions (62 SVs; 52%), with the remaining being deletions (29 SVs; 24%), duplications (23 SVs; 19%), and translocations (6 SVs; 5%), which were notably not present in the *p53*^*−/−*^ lymphomas (Figures 1C, 1E, and S4B; Tables S2 and S4). These data demonstrate that the architecture of somatic rearrangements differs greatly between *Rag2*^*−/−*^ *p53*^*−/−*^ and *p53*^*−/−*^ T cell lymphoma genomes.

One candidate driver of genetic instability in RAG-proficient *p53*^*−/−*^ lymphomas is off-target V(D)J recombination at cryptic RSSs (Mijušković et al., 2015). To test this, we computationally resolved 92 rearrangements from *p53*^*−/−*^ tumors to the base-pair resolution and performed an agnostic motif search analysis, looking for a 7-bp motif that corresponds to the size of the well-conserved RSS heptamer in 20 bp of sequence on each side of the corresponding breakpoint junction (Mijušković et al., 2015) (Tables S2 and S4). As expected, analysis of 18 precisely resolved SVs representing canonical V(D)J rearrangements revealed a significant motif (E-value = 4.7 × 10^−23^) corresponding to the perfect RSS heptamer CACAGTG across 32 breakpoint junctions (Figure 1F). In addition, the majority of these rearrangements (73%) contained nucleotide insertions, generated by terminal deoxynucleotidyl transferase (TdT) during processing of RAG-DNA ends (Figure 1G). Analysis of 74 ectopic rearrangements also identified a motif resembling a RSS heptamer sequence CAC(A/C)(C/G)(A/T)(G/C) across 35 breakpoint sequences corresponding to 28 SVs containing a cryptic RSS at one or both ends of the breakpoint junction **(**Figure 1F**)**. Consistent with a RAG origin, 60% of ectopic SVs containing cryptic RSSs had non-templated nucleotide insertions at the breakpoint junctions (Figure 1G). However, unlike canonical V(D)J rearrangements, motif search analysis of ectopic SVs did not reach statistical significance (E-value = 1.1 × 10^+2^) (Figure 1F). In fact, over two-thirds of ectopic SVs (46 SVs) lacked cryptic RSS at breakpoint sequences, and, consistent with a RAG-independent origin, analysis of associated junctions did not reveal a bias toward non-templated nucleotide insertions **(**Figure 1G). To ascertain the reliability of our method, we manually inspected all SVs from tumor sample #378T and confirmed these findings (Figure 1H). Our analysis also revealed ectopic rearrangements affecting multiple known cancer genes, some of which bore the hallmarks of RAG activity (e.g., *Ikzf1*, *Kremen1*), while others lacked RSS-like motifs at breakpoint junctions (e.g., *Notch1*, *Pten*) (Figures 1H and S4A). In addition, although only 22 SVs were identified outside chromosome 9 in *Rag2*^*−/−*^ *p53*^*−/−*^ T cell lymphomas, among these, we identified four rearrangements affecting *Notch1* and *Pten*, confirming that DNA lesions at these cancer genes can occur in the absence of RAG activity (Figure S4B). Altogether, these data demonstrate that both RAG-dependent and RAG-independent mechanisms underlie the formation of oncogenic DNA lesions in *p53*^*−/−*^ T cell lymphomas.

### Chromosome 9 Rearrangements and Amplifications in *Rag2*^*−/−*^*p53*^*−/−*^ T Cell Lymphomas

Genome-wide analysis revealed chromosome 9 alterations in all four *Rag2*^*−/−*^ *p53*^*−/−*^ T cell lymphomas (Figure S4B; Table S2). The first feature of these alterations was the amplification (range from 3 to 12 copies) of a genomic region of approximately 18 Mb that covers the cytogenetic bands 9qA4 to 9qA5.3 (Figures 2A, 2B, and S5A). The second feature was the tight association between copy number variations (CNVs) and SVs, with 98 SVs localizing to 9qA4-A5.3 amplicons (Figures 2A, 2B, and S5A). These SVs were distinct from *p53*^*−/−*^ lymphoma rearrangements by four apparent criteria: (1) they were primarily intra-chromosomal inversions (59 SVs; 60%) (Figures S5A and S5B); (2) they contained inter-chromosomal rearrangements (5 translocations; 5%) (Figure S5B); (3) they lacked RSS-like motifs at the breakpoint junctions (agnostic motif search, data not shown); and (4) the majority of resolved amplicon-associated SVs showed evidence of short base-pair homology at the breakpoint junction (Figure S5C).

**Figure 2:**
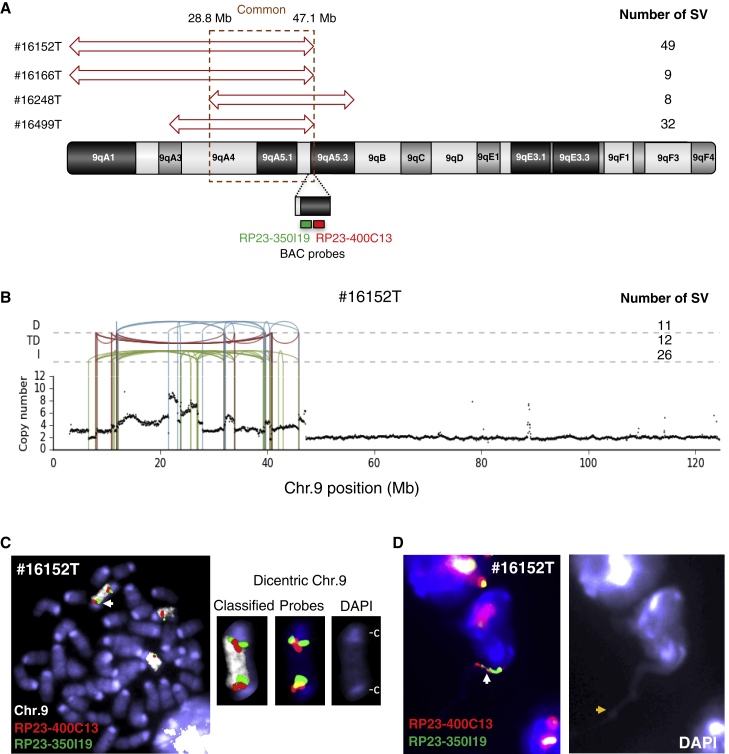
Chromosome 9 Rearrangements and Amplifications in *Rag2*^*−/−*^*p53*^*−/−*^ T Cell Lymphomas (A) Chromosome 9 (chr.9) amplified regions (red arrows) and associated SV numbers in *Rag2*^*−/−*^*p53*^*−/−*^ lymphomas (n = 4). (B) Chr.9 SVs (deletion [D], blue; duplication [TD], red; inversion [I], green) and CNVs from one representative *Rag2*^*−/−*^*p53*^*−/−*^ tumor. (C) Metaphase from one representative *Rag2*^*−/−*^*p53*^*−/−*^ tumor. White arrow, dicentric; c, centromere. (D) Broken chromatin bridge. White arrow, amplified region; yellow arrow, chromatin bridge breakpoint.

To further analyze the chromosome 9 amplicon, we performed DNA fluorescent *in situ* hybridization (FISH) using bacterial artificial chromosome (BAC) probes locating to the commonly amplified region (Figure 2A) in conjunction with whole-chromosome paint specific for chromosome 9 on eight additional *Rag2*^*−/−*^*p53*^*−/−*^ T cell lymphomas. Cytogenetic analysis confirmed the presence of highly clonal 9qA4-5.3 amplification in six additional tumors (Figure S6A; Table S5).

In total, 10 out of 12 independent *Rag2*^*−/−*^*p53*^*−/−*^ T cell lymphomas (83.3%) carried genomic amplification at the 9qA4-5.3 region (Table S5), indicating that 9qA4-5.3 amplification is a common feature of early T cell *Rag2*^*−/−*^ *p53*^*−/−*^ lymphomas. Cytogenetic studies also revealed the presence of dicentric chromosome 9 with amplifications (Figure 2C). Additionally, we occasionally observed the presence of chromatin strings containing chromosome 9 amplified regions between nearby interphase nuclei, as well as nuclear protrusions that most likely represent fragmented chromosome arms rejoining the nucleus after bridge rupture (Gisselsson et al., 2000, Maciejowski et al., 2015) (Figures 2D and S6B). These unique chromosomal structures are known as breakage-fusion-bridge (BFB) amplification intermediates that are unstable and ultimately give rise to locus-specific complex rearrangements associated with genomic amplification (Gisselsson et al., 2000, Maciejowski et al., 2015, Zha et al., 2010, Zhu et al., 2002). Notably, the prevalence of inversion rearrangements in the 9qA4-5.3 region (Figures S5A and S5B) is consistent with a model in which BFB cycles trigger genomic amplifications at this locus (Bignell et al., 2007, Hillmer et al., 2011, Korbel and Campbell, 2013).

### 9qA4-5.3 Amplification in Early T Cell Lymphomas

We reasoned that, in *Rag2*^*−/−*^ *p53*^*−/−*^ mice, developmental block in the context of p53 deficiency might be necessary and sufficient for provoking chromosome 9 instability in precursor p53-deficient T cells lacking RAG activity. To test this hypothesis, we bred *Rag2*^*−/−*^ *p53*^*−/−*^ mice with *Rag2*^*−/−*^ *OTII* transgenic mice (Barnden et al., 1998, Shinkai et al., 1992) to obtain *Rag2*^*−/−*^ *OTII p53*^*−/−*^ mice. The *OTII* transgene leads to the expression of a major histocompatibility complex (MHC) class II-restricted αβ T cell receptor (TCR) under the control of its *Tcrβ* natural regulatory elements, thus enabling T cell differentiation in the absence of V(D)J rearrangements (Barnden et al., 1998). As expected, *Rag2*^*−/−*^ *OTII p53*^*+/−*^ mice completed T cell differentiation with mature CD4^+^/TCRαβ^+^ T cells detected in the thymus (Figure 3A). We monitored a cohort of 17 *Rag2*^*−/−*^ *OTII p53*^*−/−*^ mice for tumor progression. Although not statistically significant, tumorigenesis was accelerated in *Rag2*^*−/−*^ *OTII p53*^*−/−*^ mice (50% survival = 14.7 weeks) relative to *Rag2*^*−/−*^ *p53*^*−/−*^ (50% survival = 18.9 weeks), with all animals developing T cell lymphomas (Figure 3B). Accelerated tumor development in *Rag2*^*−/−*^ *OTII p53*^*−/−*^ animals likely reflects altered thymocyte proliferation in the presence of TCR signaling, as previously reported in RAG1/p53-deficient animals carrying a similar TCRαβ transgene (Liao et al., 1998).

**Figure 3:**
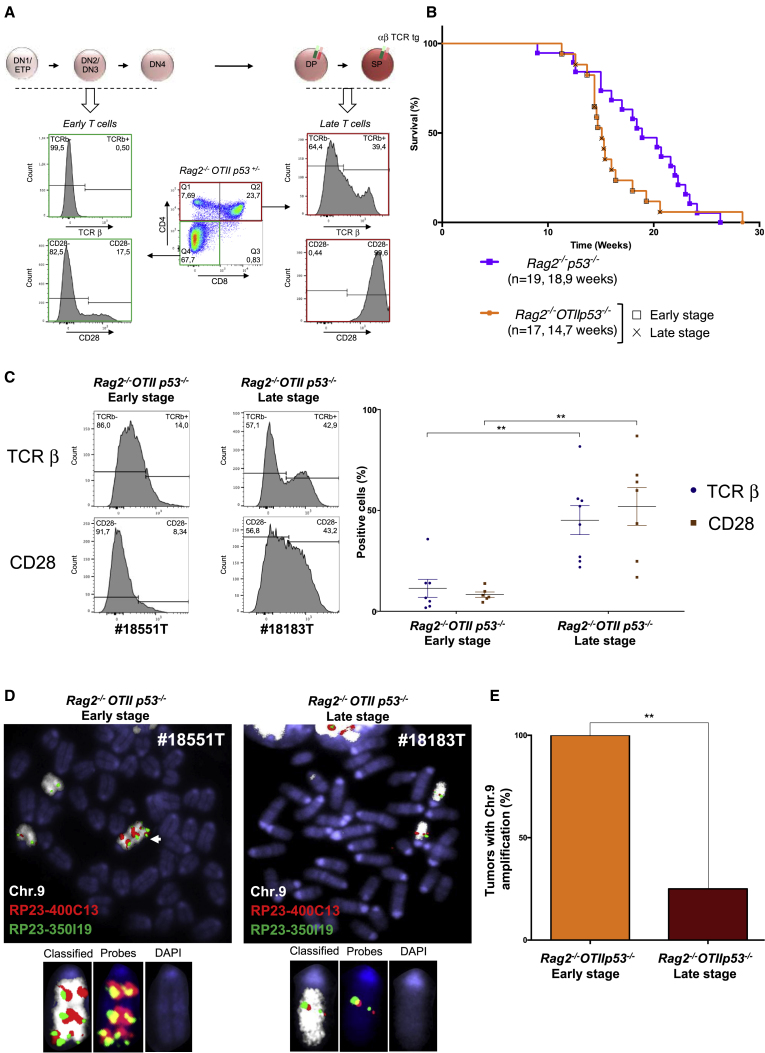
9qA4-5.3 Amplification in Early T Cell Lymphomas (A) TCRβ and CD28 expressions in early (CD4^−^CD8^−^) and late (CD4^+^CD8^+^ and CD4^+^) *Rag2*^*−/−*^*OTII p53*^*+/−*^ T cells. (B) Kaplan−Meier curves of *Rag2*^*−/−*^*p53*^*−/−*^ and *Rag2*^*−/−*^*OTII p53*^*−/−*^ mice. Average age at sacrifice and number of mice analyzed are shown. For *Rag2*^*−/−*^*OTII p53*^*−/−*^ animals: cross, late-stage tumor (n = 7, 15.3 weeks); empty square, early-stage tumor (n = 8, 14.6 weeks). (C) Left, TCRβ and CD28 expression in one early- and one late-stage *Rag2*^*−/−*^*OTII p53*^*−/−*^ T cell lymphoma. Right, percentage of TCRβ and CD28 positive cells in individual *Rag2*^*−/−*^*OTII p53*^*−/−*^ tumors. ^∗∗^p < 0.005, Mann-Whitney test. (D) Metaphases from representative early- and late-stage *Rag2*^*−/−*^*OTII p53*^*−/−*^ lymphomas. White arrow, chr.9 amplification. (E) Percentages of tumors with chr.9 amplification among early-stage (n = 7) and late-stage (n = 8) *Rag2*^*−/−*^*OTII p53*^*−/−*^ T cell lymphomas. ^∗∗^p = 0.007, Fisher exact test.

Interestingly, staining of *Rag2*^*−/−*^ *OTII p53*^*−/−*^ lymphoma cells for the transgenic TCRαβ and CD28 and flow cytometry analysis distinguished two types of tumors. Seven tumors expressed low TCRβ and/or CD28 at the cell surface (less than 15% positive cells) (Figures 3C and S7A; Table S5) and thus likely originated from an early T cell developmental stage prior to TCRαβ transgene expression in DP and SP T cells (Figure 3A and (Barnden et al., 1998)). In contrast, eight tumors readily expressed TCRβ and/or CD28 (more than 15% positive cells) (Figures 3C and S7B; Table S5), thus likely originated from a more mature DP or SP stage (Figure 3A; Barnden et al., 1998). We next examined metaphase spreads from these tumors using BAC probes targeting the 9qA4-5.3 amplicon and whole chromosome 9 paint. Strikingly, all seven early-stage *Rag2*^*−/−*^ *OTII p53*^*−/−*^ T cell lymphomas carried the 9qA4-5.3 amplification at very high frequency (range = 80% to 100%, n = 331 metaphases analyzed) (Figures 3D and 3E; Table S5). In sharp contrast, out of eight late-stage *Rag2*^*−/−*^ *OTII p53*^*−/−*^ T cell lymphomas, six lacked clonal 9qA4-5.3 amplification (range = 0% to 7.3%, n = 338 metaphases analyzed) (Figures 3D and 3E; Table S5)**.** Overall, when compared to early-stage *Rag2*^*−/−*^ *OTII p53*^*−/−*^ T cell lymphomas, the frequency of tumors carrying clonal 9qA4-5.3 amplification was significantly lower in late-stage *Rag2*^*−/−*^ *OTII p53*^*−/−*^ T cell lymphomas, as compared to early-stage *Rag2*^*−/−*^ *OTII p53*^*−/−*^ T cell lymphomas (p = 0.007) (Figure 3E). These results show that T cell development block in *Rag2*^*−/−*^ *p53*^*−/−*^ animals contributes to the onset of early T cell lymphomas carrying clonal 9qA4-5.3 amplifications.

### OncoGenomic Analysis of the 9qA4-5.3 Amplicon in Mice and Humans

Mouse 9qA4-5.3 corresponds to the syntenic 11q23.3-25 region in humans that contains 142 genes, including 11 genes (*ARHGAP32*, *ARHGEF12*, *CBL*, *DDX6*, *ETS1*, *FLI1*, *HINFP*, *KCNJ5*, *MLL/KMT2A*, *PAFAH1B2*, and *PCSK7*) reported within the network of cancer genes database (An et al., 2016) (Figure 4A). 11q23 is frequently rearranged or amplified in hematological malignancies due to the presence of the mixed-lineage leukemia gene (*MLL*, also termed *KMT2A* for lysine [K]-specific methyltransferase 2A), whose alterations represent one of the most common recurring oncogenic events in leukemia (Greaves and Wiemels, 2003, Yunis et al., 1989, Zeisig et al., 2012). While *MLL* aberrations most frequently occur in the form of chromosomal rearrangements leading to the production of chimeric fusions, partial tandem duplications, and internal exonic deletions, studies have revealed amplification of the associated genomic region without characteristic *MLL* rearrangements in approximately 1% of AML and rare cases of myelodysplastic syndrome, as well as acute lymphoblastic leukemia (Greaves and Wiemels, 2003, Yip and So, 2013). Because these studies relied primarily on focus cytogenetics, we thought that the frequency of this amplicon in leukemia might have been underestimated. To test this possibility, we looked for amplification of the region 11q23.3-25 in a series of 187 AML samples for which copy number alteration data were available within The Cancer Genome Atlas (TCGA) database (Ley et al., 2013). We found 11q23.3-25 amplification in 10 samples (5.3%), among which four tumors (2.1%) showed amplification of the whole chromosome, one tumor (0.5%) contained a *MLL*/*MLLT4* fusion associated with amplification of the chromosomal region 3′ of *MLL*, and five tumors (2.7%) displayed partial amplification of chromosome 11 (chr.11) that includes 11q23.3-25 (Figures 4B, 4C, and S8). In analogy to our mouse model, we also looked for the presence of *TP53* mutations in these AML samples. Interestingly, while *TP53* mutations were found in 9% (17/187) of the total AML samples, they were significantly enriched in tumors containing 11q23-25 amplification (5/10, 50%), as compared to tumors lacking 11q23-25 amplification (12/177, 6.8%) (p < 0.001) (Figures 4D and S8). Literature search for leukemia cases reported with 11q23-25 amplifications and for which we could retrieve genetic information on the *TP53* and *MLL* gene status also revealed that *TP53* is frequently altered in 11q23-25 amplified leukemic samples lacking characteristic *MLL* rearrangements (Table S6), as suggested in prior studies (Andersen et al., 2001, Yip and So, 2013, Zatkova et al., 2009). Overall, these data indicate that amplification of the region 11q23-25 is relatively common in human leukemia and occurs preferentially in the context of a defective p53 checkpoint.

**Figure 4:**
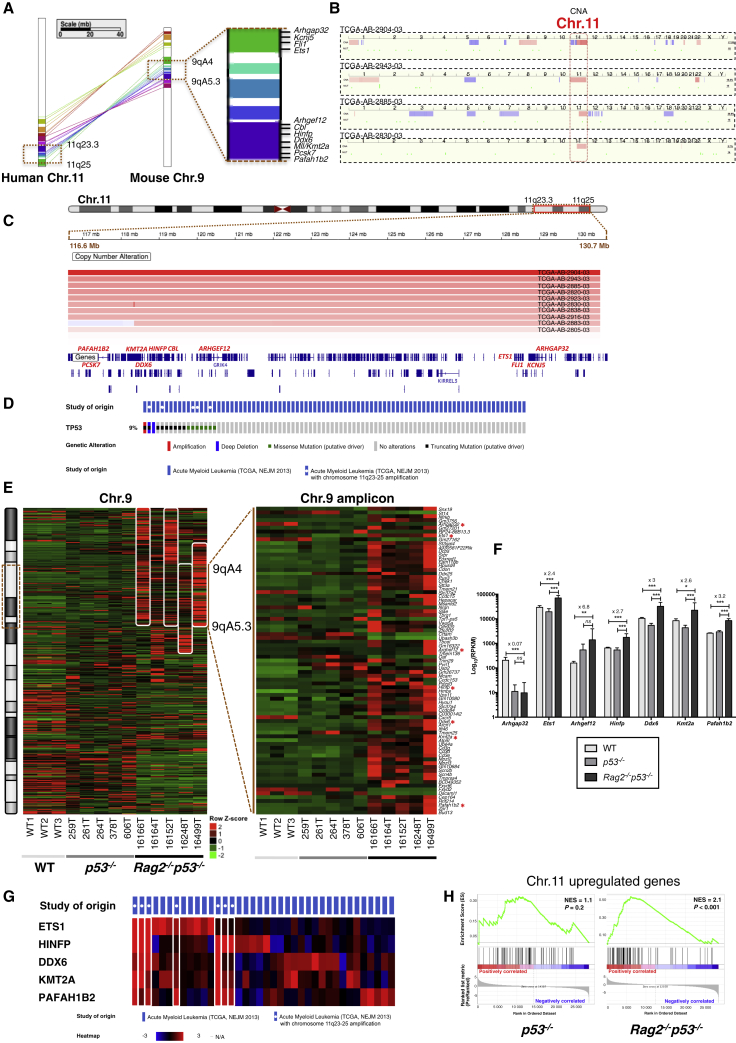
OncoGenomic Analysis of the 9qA4-5.3/11q23-25 Amplicon in Mice and Humans (A) Syntenic map of mouse chr.9 and human chromosome 11 (chr.11) obtained on Cinteny (Sinha and Meller, 2007). Synteny blocks, 11; reversal distance, 2; breakpoint reuse, 1.33. Dashed boxes, mouse chr.9 amplified region transposed to human chr.11. (B) Copy number alteration (CNA) profiles of whole chromosomes for four patients with chr.11 amplification (AML TCGA, The New England Journal of Medicine [NEJM] 2013 – http://www.cbioportal.org). Blue, loss; red, gain. (C) Segmented CNA profiles of the human 11q23.3-25 region from 11 patients (AML TCGA, NEJM 2013). Blue, loss; red, gain. (D) Oncoprint showing mutations and CNAs of *TP53* gene. Not all 170 unaltered patients are shown. (E) Heatmap of RNA sequencing (RNA-seq) (row-normalized) of wild-type (*WT*), *p53*^*−/−*^ and *Rag2*^*−/−*^*p53*^*−/−*^ tumors for the differentially expressed genes in chr.9 and 9qA4-5.3 amplicon. Red asterisk, cancer genes; white rectangle, amplified region. (F) Expression of cancer genes located in the chr.9 amplicon. Expression fold change of *Rag2*^*−/−*^*p53*^*−/−*^ versus WT is shown. p values were adjusted using the Benjamini-Hochberg correction: ^∗^, 0.01 ≤ *padj* < 0.05; ^∗∗^, 0.001 ≤ *padj* < 0.01; ^∗∗∗^, *padj* < 0.001. Error bars indicate the SEM. (G) Heatmap of RNA-seq (row-normalized) for the cancer genes in the 11q23.3-25 region of patients. Only patients with altered mRNA expression (|z score| ≥ 2) for these genes are displayed (38/187 sequenced). (H) Gene set enrichment analysis (GSEA) plots of chr.11 upregulated genes in human AML/MDS with 11q amplification (Zatkova et al., 2009) for *p53*^*−/−*^ and *Rag2*^*−/−*^*p53*^*−/−*^ tumors. NES, normalized enrichment score; p, nominal p value.

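The WT levels of the cancer genes of the amplicon were read from the 3 WT thymuses in normalized counts, without a pseudocount or a filter. Coordinates are those of GRCm38 in the deposited table, and identifiers are those of Ensembl. Ets1 (ENSMUSG00000032035, chromosome 9 from 32636221 to 32757820) had the highest level of the 11 genes, 29292 ± 5018 (SD, n = 3 thymuses). This level was above that of 99.9% of the 15872 genes with a normalized count of at least 10 in at least 3 of the 13 libraries. Normalized counts are not divided by transcript length, so a ranking of genes by them mixes length with expression. Ddx6 (ENSMUSG00000032097, 44604892 to 44640731) reached 10436 ± 926 (SD, n = 3), and Kmt2a (ENSMUSG00000002028, 44803355 to 44881296) reached 8410 ± 1601 (SD, n = 3). The level of Cbl (ENSMUSG00000034342, 44149262 to 44234046) was 7712 ± 1290 (SD, n = 3). Fli1 (ENSMUSG00000016087, 32422204 to 32542861) and Pafah1b2 (ENSMUSG00000003131, 45965311 to 45984871) were listed at 2785 ± 271 and 2608 ± 81.9 (SD, n = 3). Pcsk7 (ENSMUSG00000035382, 45906569 to 45929692) varied least between the thymuses, with 1865 ± 18.2 (SD, n = 3). Hinfp (ENSMUSG00000032119, 44295673 to 44305671) was listed at 650 ± 48.1 (SD, n = 3). Arhgap32 (ENSMUSG00000041444, 32116136 to 32268446) had 183, 156 and 280 normalized counts in the 3 thymuses, a mean of 206 ± 65.2 (SD). For Arhgef12 (ENSMUSG00000059495, 42963842 to 43105718) the mean was 159 ± 28.0 (SD, n = 3), above that of 38.0% of these 15872 genes. Kcnj5 (ENSMUSG00000032034, 32314783 to 32344237) was listed at 1, 0 and 0 and was not detectable at this depth in replicates 2 and 3. Fli1 overlaps 6 other annotated genes, of which 2 had a mean above 10, and Pcsk7 overlaps Tagln and Rnf214 on the opposite strand, so both levels may hold reads of other genes. Without replicate 3 the mean of Arhgap32 was 169.5, and without replicate 2 it was 231.5. Size factors recomputed over the 3 thymuses alone moved each of the 11 levels by less than its SD.

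**Figure D1:**
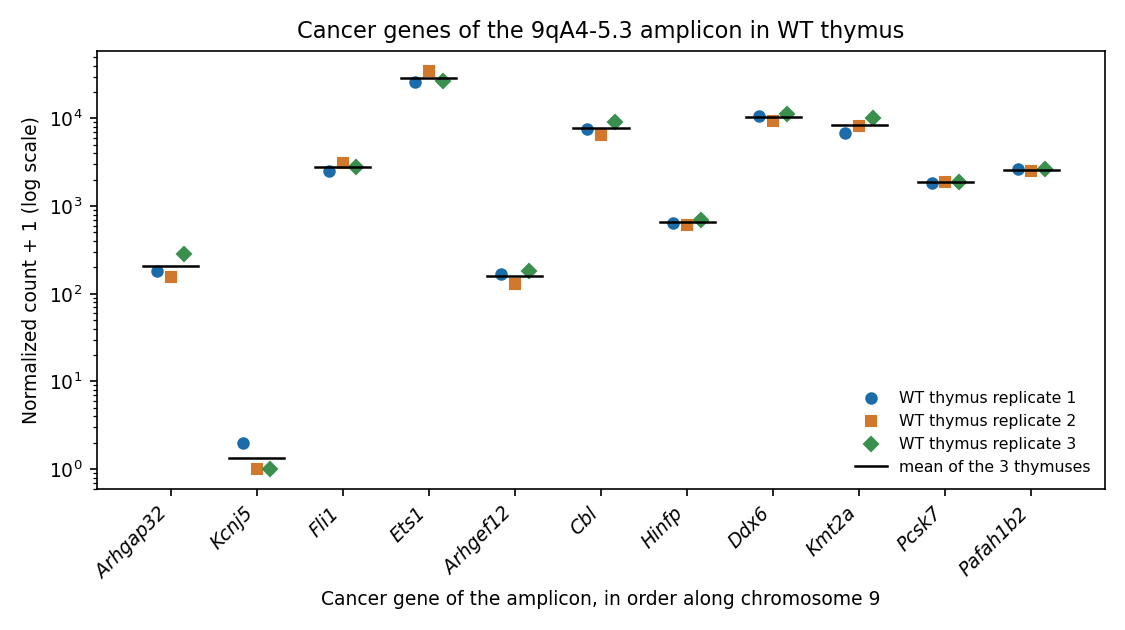
Normalized count plus 1 on a log scale for the 11 cancer genes in the 3 WT thymuses, with a marker per thymus and a line at the mean. Levels run from Kcnj5, at 0 or 1, to Ets1, between 26124 and 35078.

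**Figure D2:**
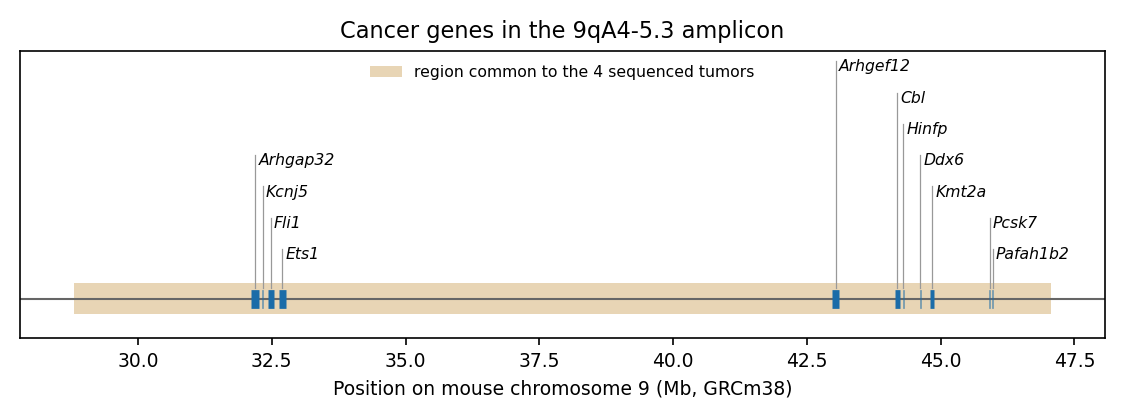
Positions of the 11 cancer genes on chromosome 9 in Mb of GRCm38, with the region taken as common to the 4 sequenced tumors shaded from 28800926 to 47065834. Arhgap32, Kcnj5, Fli1 and Ets1 lie close together on the left, and the other 7 genes lie on the right.

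The paper compares its Rag2-/-p53-/- tumors with its p53-/- tumors and with WT thymus. It states that Ddx6, Ets1, Hinfp, Kmt2a and Pafah1b2 were overexpressed against both. The libraries of these tumors were not analysed here.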

Since gene amplification is often found in cancer cells as a mechanism of increasing transcription (Schwab, 1999), we hypothesized that genome amplification in *Rag2*^*−/−*^ *p53*^*−/−*^ tumors might have profound consequences on gene expression. Thus, we performed RNA sequencing on cells from five *Rag2*^*−/−*^ *p53*^*−/−*^ T cell lymphomas, five *p53*^*−/−*^ T cell lymphomas, and three wild-type thymuses. 

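Of this experiment, the 3 wild-type (WT) thymuses were analysed here, and the libraries of the Rag2-/-p53-/- and p53-/- lymphomas were not used. RNA from single-cell suspensions of thymuses of C57BL/6 mice was made into stranded mRNA libraries and sequenced as paired reads. The authors aligned the reads to GRCm38 with STAR 2.4.0g1, removed duplicates and kept uniquely mapped reads (mapping quality 255). They counted these reads on the genes of Ensembl release 78 with HTSeq-count 0.6.1 and normalized the counts with DESeq2 1.6.3 through SARTools 1.1.0. The deposited values are normalized counts, divided by a size factor per library and rounded to whole numbers by the authors. This unit was read from the values, since low values come in regular steps, which skip whole numbers where 1 read is worth more than 1. The table lists 43629 genes, and 26629 of them were above 0 in at least 1 of its 13 libraries, which also include lymphomas of other genotypes. The normalized counts of WT thymus replicates 1, 2 and 3 add up to 19788898, 21591289 and 20261162, so the totals no longer show the depth of sequencing. The worth of 1 read was estimated from how often each low value occurs, as 0.510, 3.25 and 0.594 normalized counts in replicates 1, 2 and 3. Divided by these steps, the totals correspond to an estimated 38.8, 6.64 and 34.1 M reads on genes. Replicate 2 was thus the shallowest library, with 17710 genes above 0 against 22338 in replicate 1 and 22150 in replicate 3. The 10 genes with the highest values held between 1.59% and 2.38% of the total of a WT library. Size factors computed again from all 13 columns lay between 0.993 and 1.028, and no further normalization was applied. Means are given with the SD over the 3 thymuses. The lowest value above 0 in replicate 2 was 3, a single read, so a gene listed at 0 there had no read counted at that depth. The paper's text does not name the strand setting of the read counting, so reads from a gene on the opposite strand may be included where genes overlap.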

Transcriptome analysis revealed overexpression of multiple 9qA4-5.3 genes in *Rag2*^*−/−*^ *p53*^*−/−*^ tumors (Figure 4E). Among the 11 putative or known cancer genes we identified in the amplicon, seven were differentially expressed in *Rag2*^*−/−*^ *p53*^*−/−*^ tumors (Figure 4E), with five genes overexpressed (*DDX6*, *ETS1*, *HINFP*, *MLL/KMT2A*, and *PAFAH1B2*) in *Rag2*^*−/−*^ *p53*^*−/−*^ tumors as compared to both *p53*^*−/−*^ tumors and wild-type thymocytes (Figure 4F). Interestingly, these five genes were also overexpressed in the TCGA human AML cases with 11q23.3-25 amplification, indicating that amplification of this region leads to similar gene overexpression patterns in mice and humans (Figure 4G). To test this further, we used data from a previous array-based transcriptome analysis of human AMLs that includes cases with or without 11q/*MLL* amplification (Zatkova et al., 2009). In this study, the authors identified 101 genes located on chr.11 that are specifically upregulated in AML cases with 11q/*MLL* amplification. Gene set enrichment analysis revealed that the expression of the majority of these genes was also increased in *Rag2*^*−/−*^ *p53*^*−/−*^ T cell lymphomas but not in *p53*^*−/−*^ T cell lymphomas (Figure 4H), confirming that amplification of the 9qA4-5.3/11q23.3-25 syntenic regions leads to overexpression of multiple common genes in mice and humans.

## Discussion

SVs identified in *p53*^*−/−*^ lymphomas were primarily deletions and carried identifiable features of RAG-induced recombination at breakpoint junctions, with a significant fraction affecting known or candidate cancer genes. Notably, our analysis also revealed multiple rearrangements lacking signs of off-target V(D)J recombination. We envision several explanations for this observation. Our analytical pipeline searches for the presence of cryptic RSSs within a 20-bp window on each side of the breakpoint and is thus unable to detect RSS-like motifs when RAG-generated DNA ends suffer extensive resection prior to joining. In addition, RAG-mediated nicking at bubble-like DNA structures (Raghavan et al., 2004, Tsai et al., 2008) could lead to DNA breakage during replication and, potentially, genomic lesions lacking cryptic RSSs at breakpoint junctions. Alternatively, RAG-independent DNA damage might arise from endogenous cellular processes, which could generate genetic instability. In support of this latter possibility, we occasionally observed the presence of scattered SVs in lymphomas from RAG2/p53-deficient mice. Together, these results demonstrate that both off-target V(D)J recombination and RAG-independent DNA damage underlie the formation of focal DNA lesions in p53-deficient T cell lymphomas.

9qA4-5.3 chromosomal alterations found in *Rag2*^*−/−*^*p53*^*−/−*^ lymphomas are reminiscent of complex rearrangement units, termed amplicons, which were previously reported in the context of combined DNA repair and checkpoint deficiencies, such as in *Atm*^*−/−*^ or *NHEJ*^*−/−*^ *p53*^*−/−*^ mouse lymphomas (Hu et al., 2014, Zha et al., 2010, Zhu et al., 2002) and in some human tumors (Bignell et al., 2007, Campbell et al., 2008, Hillmer et al., 2011, Li et al., 2014, Stephens et al., 2009). Our analysis revealed several features that are compatible with BFB leading to a 9qA4-5.3 amplicon, including the close association of CNVs and SVs within the amplified region, in addition to the vast majority of rearrangements being inversions and breakpoint junctions harboring short base-pair homology, indicative of NHEJ or alternative NHEJ pathways (Bignell et al., 2007, Deriano and Roth, 2013, Hillmer et al., 2011, Korbel and Campbell, 2013). Notably, we observed BFB intermediates containing the 9qA4-5.3 amplicon, such as dicentric chromosomes or chromatin strings, between interphase nuclei (Gisselsson et al., 2000, Maciejowski et al., 2015, Zha et al., 2010, Zhu et al., 2002). These results indicate that in the absence of RAGs, p53-deficient T cells are prone to DNA breakage at 9qA4-5.3, leading to genetic instability and amplification at this locus through BFB.

Using RAG2/p53-deficient animals carrying a TCR αβ transgene that enables rescue of T cell differentiation in the absence of TCR gene rearrangement, we found that 9qA4-5.3 instability is preferentially associated with T cell lymphomas originating from an early developmental stage. These findings are supported by earlier studies reporting 9qA4-5.3 alterations in T cell lymphomas from mice in which inactivation of the TCR β gene enhancer causes a block of T cell development (Haines et al., 2006). In addition, 9qA4-5.3 alterations were occasionally observed in T cell lymphomas arising after transfer of RAG1-deficient thymic cells into a progenitor-deprived “competition-free” recipient thymic environment (Martins et al., 2014). Although it is clear that 9qA4-5.3 is a hotspot for amplification, in all cases, the nature of the initial DNA damaging event leading to 9qA4-5.3 instability remains to be determined. One interesting idea is that developmental stage-specific DNA damage—for instance, due to transcription and/or replication of a specific set of genes (Barlow et al., 2013, Boulianne and Feldhahn, 2018, Boulianne et al., 2017, Schwer et al., 2016, Tubbs and Nussenzweig, 2017)—might predispose 9qA4-5.3 to DNA breakage in early T cells, with subsequent gene amplification selected for during cancerous clonal evolution. As we found 9qA4-5.3 instability in the vast majority of *Rag2*^*−/−*^*p53*^*−/−*^ T cell lymphomas analyzed, *Rag2*^*−/−*^*p53*^*−/−*^ mice provide an elegant model to further investigate the origin of genetic instability in this region.

Mouse 9qA4-5.3 corresponds to the syntenic 11q23.3-25 region in humans that is frequently rearranged or amplified in acute leukemia and that accounts for more than 70% of infant leukemias (Greaves and Wiemels, 2003, Yip and So, 2013, Yunis et al., 1989). This region contains 11 genes, including *MLL*, reported within the network of cancer genes database (An et al., 2016). Interestingly, focal 11q23 amplification without characteristic oncogenic *MLL* fusions (Liu et al., 2009) is thought to occur in approximately 1% of AML and Myelodysplastic syndrome (MDS) and is associated with adverse outcomes (Yip and So, 2013). Through mining the genomes of 187 adult *de novo* AML patients (Ley et al., 2013), we identified 11q23 amplification in 5.3% of the samples, with 2.7% of the cases harboring focal 11q23 amplifications, indicating that genetic instability at this locus might account for a higher number of patients than previously thought. The mechanistic basis for the vulnerability of early hematolymphoid progenitors to these events remains a matter for further investigation.

In addition, whether 11q23 amplification per se is oncogenic is unclear, as there is no *in vivo* disease model for 11q23 amplification. While *MLL* has been suspected to be the main target of 11q23 amplification (Yip and So, 2013), recent analysis of mice overexpressing full-length human *MLL* cDNA indicates the requirement of additional events, possibly genes co-amplified in the 11q23 amplicon, for full-blown leukemia development (Yip et al., 2017). In this regard, we identified five known or candidate cancer genes—*Ddx6*, *Ets1*, *Hinfp*, *Mll*, and *Pafah1b2—*whose expression is significantly upregulated in 9qA4-5.3 amplicon-bearing T cell lymphomas from *Rag2*^*−/−*^ *p53*^*−/−*^ mice. Of note, these genes are also overexpressed in human AML cases harboring the 11q23 amplicon, suggesting that amplification of this region might participate in lymphoid cancer onset and/or progression in both mice and humans.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

FITC Rat Anti-Mouse CD8b (Ly-3) (Clone YTS156.7.7)	BioLegend	Cat# 126606; RRID:AB_961295
Alexa Fluor 488 Rat Anti-Mouse CD8a (Clone 53-6.7)	BD Biosciences	Cat# 557668; RRID:AB_396780
PE Rat Anti-Mouse CD4 (Clone RM4-5)	BD Biosciences	Cat# 553048; RRID:AB_394584
APC Hamster Anti-Mouse CD3e (Clone 145-2C11)	BD Biosciences	Cat# 553066; RRID:AB_398529
V450 Rat anti-Mouse CD44 (Clone IM7)	BD Biosciences	Cat# 560451; RRID:AB_1645273
PE-Cy7 Rat Anti-Mouse CD25 (Clone PC61)	BD Biosciences	Cat# 552880; RRID:AB_394509
APC eFluor780 Hamster Anti-Mouse TCRb (Clone H57-597)	Thermo Fisher Scientific	Cat# 47-5961-82; RRID:AB_1272173
Alexa Fluor 488 Rat Anti-Mouse CD45R/B220 (clone RA3-6B2)	BD Biosciences	Cat# 557669; RRID:AB_396781
PE Rat Anti-Mouse CD43 (Clone S7)	BD Biosciences	Cat# 553271; RRID:AB_394748
V450 Rat anti-Mouse CD19 (Clone 1D3)	BD Biosciences	Cat# 560375; RRID:AB_1645269
PE-Cy7 Rat anti-Mouse CD117/c-Kit (Clone 2B8)	BD Biosciences	Cat# 558163; RRID:AB_647250
PerCP-Cy5.5 Rat Anti-Mouse IgM (Clone R6-60.2)	BD Biosciences	Cat# 550881; RRID:AB_393944
APC Rat Anti-Mouse IgD (Clone 11-26c.2a)	BD Biosciences	Cat# 560868; RRID:AB_10612002
Rat Anti-Mouse CD16/CD32 (Mouse BD Fc Block) (Clone 2.4G2)	BD Biosciences	Cat# 553142; RRID:AB_394657

**Chemicals, Peptides, and Recombinant Proteins**		

21XMouse - Multicolor FISH Probe for Mouse Chromosomes	MetaSystems Probes	D-0425-060-DI
DAPI/Antifade	MetaSystems Probes	D-0902-500-DA
ProLong Gold Antifade Mountant with DAPI	Thermo Fisher Scientific	P36931
ChromaTide Alexa Fluor 488-5-dUTP	Thermo Fisher Scientific	C11397
ChromaTide Alexa Fluor 594-5-dUTP	Thermo Fisher Scientific	C11400
XMP 9 Orange – Xcyting Mouse Chromosome Paint	MetaSystems Probes	D-1409-050-OR

**Critical Commercial Assays**		

TruSeq DNA PCR-Free High Throughput Library Prep Kit	Illumina	20015963
NEBNext Ultra DNA Library Prep Kit for Illumina	New England Biolabs	E7370
NEXTflex PCR-Free DNA Sequencing Kit	Bioo Scientific	5142-02
TruSeq Stranded mRNA Library Prep	Illumina	20020594
RNeasy Mini Kit	QIAGEN	74104

**Deposited Data**		

Raw data files for RNA sequencing	NCBI Gene Expression Omnibus	GEO:GSE85894
Raw data files for whole genome sequencing	NCBI Sequence Read Archive	SRA: SRP080836

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6NTac	Taconic	IMSR Cat# TAC:b6; RRID:IMSR_TAC:b6
Mouse: B6.129S2-Trp53^tm1Tyj^/J	The Jackson Laboratory	IMSR Cat# JAX:002101; RRID:IMSR_JAX:002101
Mouse: B6.129S6-Rag2^tm1Fwa^ N12	Taconic	IMSR Cat# TAC:ragn12; RRID:IMSR_TAC:ragn12
Mouse: B6.129S6-Rag2^tm1Fwa^ Tg(TcraTcrb)425Cbn	Taconic	IMSR Cat# TAC:1896; RRID:IMSR_TAC:1896

**Software and Algorithms**		

BWA (v0.7.4)	Li and Durbin, 2009	http://bio-bwa.sourceforge.net/
Picard (v1.94)	Broad Institute	https://broadinstitute.github.io/picard/
GATK (v2.8-1)	DePristo et al., 2011, McKenna et al., 2010	https://software.broadinstitute.org/gatk/
Control-FREEC (v6.3)	Boeva et al., 2012	http://boevalab.com/FREEC/
SVDetect (v0.8b)	Zeitouni et al., 2010	http://svdetect.sourceforge.net/Site/Home.html
Delly (v0.6.7)	Rausch et al., 2012	https://github.com/dellytools/delly
Socrates	Schröder et al., 2014	http://bioinf.wehi.edu.au/socrates/
Meerkat (v0.185)	Yang et al., 2013	http://compbio.med.harvard.edu/Meerkat/
Circos (v0.64)	Krzywinski et al., 2009	http://circos.ca/
MEME (v4.5.0)	Bailey et al., 2006	http://meme-suite.org/
TopHat (v2.0.10)	Kim et al., 2013	https://ccb.jhu.edu/software/tophat/index.shtml
STAR (v2.4.0g1)	Dobin et al., 2013	https://github.com/alexdobin/STAR
HTSeq (v0.6.1)	Anders et al., 2015	https://htseq.readthedocs.io/en/release_0.11.1/
DESeq2 (v1.6.3)	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
SARTools (v1.1.0)	Varet et al., 2016	https://github.com/PF2-pasteur-fr/SARTools
Prism (v6.0)	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
R (v3.0.1)	R Development Core Team	https://www.r-project.org/
GSEA	Broad Institute	http://software.broadinstitute.org/gsea/index.jsp

**Other**		

BAC probe RP23–400C13	Children’s Hospital BACPAC	N/A
BAC probe RP23-350I19	Children’s Hospital BACPAC	N/A
BAC probe RP23-324B12	Children’s Hospital BACPAC	N/A

### Contact for Reagent and Resource Sharing

Further information and requests for reagents may be directed to and will be fulfilled by the Lead Contact, Ludovic Deriano ().

### Experimental Model Details

We obtained wild-type (Taconic), *p53*^*+/−*^ (Jackson laboratory (Jacks et al., 1994)), *Rag2*^*−/−*^ (Taconic) and *Rag2*^*−/−*^*OTII* (Taconic (Barnden et al., 1998)) mice for this study. *Rag2*^*−/−*^ mice were bred with p53-deficient mice to generate doubly deficient mice. *Rag2*^*−/−*^*OTII* mice were bred with *Rag2*^*−/−*^*/*p53-deficient mice to generate doubly deficient transgenic mice. Male and female animals have been used for this study without noticeable sex bias. Genotyping of mutant mice was performed by PCR of tail DNA as described in the relevant references. All experiments were performed in accordance with the guidelines of the institutional animal care and ethical committee of Institut Pasteur/CETEA n°89 under the protocol numbers 2012-0036 and 180006/14778.

### Method Details

#### Flow cytometry analysis of tumor cells

Lymphoid tumors were analyzed by flow cytometry with antibodies against surface T cell markers (anti-CD4 (RM4–5, 1:200 dilution), anti-CD8 (53-6.7, 1:200 dilution or YTS156.7.7, 1:200 dilution), anti-CD3e (145-2C11, 1:200 dilution), anti-CD44 (IM7, 1:200 dilution), anti-CD25 (PC61, 1:200 dilution), anti-TCRβ (H57-597, 1:200 dilution) and anti-CD28 (E18, 1:200 dilution)) and surface B cell markers (anti-B220 (RA3–6B2, 1:200 dilution), anti-CD43 (S7, 1:150 dilution), anti-CD19 (1D3, 1:200 dilution), anti-IgM (R6–60.2, 1:150 dilution), anti-IgD (11–26c.2a, 1:200 dilution), anti-c-Kit (2B8,1:300 dilution)). Flow cytometry was performed on a FACS Canto II (BD Bioscience) and data were analyzed using FlowJo (TreeStar).

#### Spectral karyotyping of tumor cells

Tumor cells were cultured for 2h in complete RPMI medium before metaphases preparation. Metaphases were prepared as previously described (Lescale et al., 2016). Metaphases spreads were stained with 21X Mouse, Multicolor Painting mFISH Probe Kit (MetaSystems), which was prepared following supplier’s instructions. Slides were mounted in 90% DAPI/Antifade reagent (MetaSystems)/10% ProLong Gold (Thermo Fisher Scientific). Metaphases were imaged using a ZEISS AxioImager.Z2 microscope and the Metafer automated capture system (MetaSystems). Karyotyping was performed using Isis software (MetaSystems).

#### DNA-FISH on metaphase spreads

Metaphases, BAC probes and slides were prepared as previously described (Lescale et al., 2016). BAC probes RP23–400C13 (Chr9:46876752-47065834), RP23-350I19 (Chr9:46653159-46855832) and RP23-324B12 (Chr9:44825064-45042172) were labeled with ChromaTide Alexa Fluor 488- or 594-5-dUTP (Thermo Fisher Scientific as previously described (Chaumeil et al., 2013)). A total of 1 ug of each locus-specific BAC probes were precipitated, pre-annealed, denatured and then mixed with a XCyting Mouse Chromosome 9 (Orange) paint from MetaSystems just before hybridization. Metaphases were imaged using a ZEISS AxioImagerZ.2 microscope and the Metafer automated capture system (MetaSystems), and counted manually.

#### Flow cytometry analysis of T cell development

Lymphocyte development was analyzed in the thymus, bone marrow, lymph nodes and spleen of 4 to 8-week-old mice. All single-cell suspensions were treated with Fc-blocking antibody (CD16–32, 1:200 dilution) before cell surface staining, in phosphate-buffered saline (PBS) with 2% fetal bovine serum for 30 min at 4°C. T lineage cell populations from the thymus were identified based on the expression of the following markers: double-negative (DN) cells (CD4^-^CD8^-^), DN1 (CD4^-^CD8^-^CD44^+^CD25^-^), DN2 (CD4^-^CD8^-^CD44^+^CD25^+^), DN3 (CD4^-^CD8^-^CD44^-^CD25^+^), DN4 (CD4^-^CD8^-^CD44^-^CD25^-^), double-positive (DP) cells (CD4^+^ CD8^+^) and single-positive (SP) cells (CD4^+^CD8^-^ and CD4^-^CD8^+^). T cells from the spleen were identified based on the expression of CD3^+^TCRβ^+^. The following antibodies were used for cell surface staining: anti-CD4 (RM4–5, 1:200 dilution), anti-CD8 (53-6.7, 1:200 dilution or YTS156.7.7, 1:200 dilution), anti-CD3e (145-2C11, 1:200 dilution), anti-CD44 (IM7, 1:200 dilution), anti-CD25 (PC61, 1:200 dilution), anti-TCRβ (H57–597,1:200 dilution) and anti-CD28 (E18, 1:200 dilution). Flow cytometry was performed on a FACS Canto II (BD Bioscience) and data were analyzed using FlowJo (TreeStar).

#### DNA isolation and sequencing

Genomic DNA was prepared from single-cell suspension of mouse lymphomic thymus or healthy kidney using Wizard Genomic DNA purification kit (Promega). Whole-genome DNA libraries were generated with the TruSeq DNA PCR-Free Library Preparation kit (Illumina), NEXTflex PCR-Free DNA-seq kit (Bioo Scientific) or NEBNext Ultra DNA Library Prep (Biolabs). The resulting libraries were then sequenced on an Illumina HiSeq 2000 or HiSeq 2500 using a V3 or V4 flow cell generation generating two 100- or 125- bp paired-end reads. Basecalling was performed with Illumina RTA 1.18.64. Bcl conversions into Fastq were performed using bcl2fastq version 1.8.3. Tumors were sequenced with an average coverage of 36x (range = 18-52) and control samples were sequenced with an average coverage of 15x (range = 11-24).

#### RNA isolation and sequencing

RNA was prepared from single-cell suspensions of mouse lymphomic and healthy thymus using the RNeasy Mini Kit (QIAGEN). Libraries were generated according to the TruSeq Stranded mRNA Library Preparation kit protocol (Illumina). The resulting libraries were then sequenced on an Illumina HiSeq 2000 or HiSeq 2500 using a V3 or V4 flow cell generation generating two 90- or 125- bp paired-end reads. Basecalling was performed with Illumina RTA 1.18.64. Bcl conversions into Fastq were performed using bcl2fastq version 1.8.3. Tumors were sequenced with an average of 100 million paired-end reads per sample.

#### Mapping of Whole Genome sequence reads

Raw sequencing reads were mapped to the reference mouse genome (GRCm38/mm10, Ensembl74) using the Burrows-Wheeler Aligner backtrack algorithm version 0.7.4 (BWA (Li and Durbin, 2009)) with default parameters except the option –q 25 for read trimming. Duplicate reads were removed using the function MarkDuplicates from Picard tools version 1.94 and a filtering for uniquely mapped reads was performed. Reads were subsequently processed with GATK version 2.8-1 (DePristo et al., 2011, McKenna et al., 2010) for indel realignment and base quality score recalibration.

#### Copy number variants analysis

Copy number variants were detected with Control-FREEC algorithm version 6.3, which uses coverage depth differences to identify amplified or deleted regions (Boeva et al., 2012). Read count was calculated in sliding windows (window size was set to 50,000 bp) and control sample was used to normalize read count in the tumor sample. Copy number profiles per chromosome were visualized using R.

#### Identification of SV

Structural Variations (SV) were predicted by SVDetect (Zeitouni et al., 2010) version r0.8b, which uses discordant mapped read pairs provided by the aligner to indicate potential genomic variations from the reference. Mean insert size and standard deviation were computed using the function CollectInsertSizeMetrics from Picard tools. Discordant read pairs with low BWA-backtrack mapping quality scores (the threshold was set to 23) were removed. SVDetect links2compare function was used for comparison of the tumor and control samples, and we disabled the option for comparing only links sharing the same SV type. To control for genetic variation, we subtracted variations found in the genomes of five representative in-house mouse strains (Table S1, mean coverage = 15X, range = 11-24) and 28 other inbred strains of laboratory mice (http://www.sanger.ac.uk/science/data/mouse-genomes-project) (Lescale et al., 2016). We removed SV identified in the genomes of control samples with at least one read pair. We further removed SV not predicted by SVDetect using the BWA-mem discordant read mapping. We removed SV supported with less than 3 read pairs. We used several softwares to identify breakpoints of SV with single-nucleotide resolution: Delly version 0.6.7 (Rausch et al., 2012), Socrates (Schröder et al., 2014) and Meerkat version 0.185 (Yang et al., 2013). We used Socrates and Meerkat to predict micro-homologies and untemplated sequences at breakpoints. We retained intra-chromosomal variants predicted by at least two methods and inter-chromosomal variants predicted by at least three methods. We further selected precisely resolved SV based on one of the following criteria: 1) the SV is annotated « precise » by Delly, 2) the SV is resolved by Socrates, 3) the SV is resolved by Meerkat. SVs were annotated using Ensembl genes GRCm38 release 78. Circos version 0.64 (Krzywinski et al., 2009) plot was used to visualize chromosomal rearrangements and copy number variations. Sanger sequencing confirmed successful PCR amplifications and a breakpoint mapping to base-pair resolution was obtained ((Lescale et al., 2016) and data not shown).

#### Cryptic RSS and V(D)J junction identification

Agnostic repetitive ungapped motif search was performed using MEME version 4.5.0 (Bailey et al., 2006) standard parameters. 20 bp sequences flanking each breakpoint (41 bp spanning the breakpoint junction), of all precisely resolved SV, were screened for heptamer motifs. Only the first most significant motif in each subset is presented. For V(D)J junction identification, one cRSS motif (identified by MEME or manually) should be present in the 41 bp spanning both breakpoints of a rearrangement. The orientation of the heptamer and its position relative to each breakpoint determines the consistency of the rearrangement with RAG cleavage. First, the first three bases of the motif in the CAC orientation should be localized at the right of the first breakpoint involved in the rearrangement, while the first three bases of the motif in the GTG orientation should be on the left of the second breakpoint. Next, to identify the type of junction, we determine whether the heptamer sequences were included or excluded from the junction. Coding joint was characterized by exclusion of both cRSS, while signal joint was identified by inclusion of both cRSS in the junction. For hybrid joint, only one of the two cRSS was included in the junction.

#### Mapping of RNA-seq reads and differential expression analysis

For RNA-seq, mapping was performed with TopHat2 version 2.0.10 (Kim et al., 2013) using Ensembl annotation (GRCm38, release 73) and STAR version 2.4.0g1 using Ensembl annotation (GRCm38, release 78) (Dobin et al., 2013). Duplicate reads were removed using the function MarkDuplicates from Picard tools and a filtering for uniquely mapped reads was performed (for TopHat2, we extracted reads with the tag NH:i:1 and for STAR, we extracted reads with a mapping quality of 255). We used the STAR mapping and quantified read counts for all genes annotated in Ensembl release 78 with HTSeqcount version 0.6.1 (Anders et al., 2015). Differential gene expression analysis was performed with the Bioconductor package DESeq2 version 1.6.3 (Love et al., 2014) and SARTools version 1.1.0 (Varet et al., 2016). p values were calculated by DESeq2 using a Wald test and were corrected for multiple hypothesis testing using the Benjamini-Hochberg correction. Adjusted *P value* of 0.05 was imposed, we used a Log2 Fold-Change cutoff of 1 and a cutoff of minimum 10 reads in *WT* or *Rag2*^*−/−*^*p53*^*−/−*^*.* For heatmap representation, genes were selected from *Rag2*^*−/−*^*p53*^*−/−*^ versus *WT* comparison and their expression levels were converted to row Z-scores. For GSEA enrichment plots, Log2 Fold-Change expression values from *p53*^*−/−*^ and *Rag2*^*−/−*^*p53*^*−/−*^ versus *WT* comparison were used.

### Quantification and Statistical Analysis

Kaplan-Meier mouse tumor-free survival curves were generated and log-rank test was performed for survival and tumor onset analysis using Prism 6.0 (GraphPad Software). Statistical analyses on DNA FISH experiments and for correlation between *TP53* mutations and human 11q23-25 amplification were performed using Fisher exact test with Prism 6.0. For differential expression analysis, *P value*s and corrected *P value*s were calculated with DESeq2 (see above). For all statistical tests, a *P value* of < 0.05 was considered significant (^∗^, 0.01 ≤ p < 0.05; ^∗∗^, 0.001 ≤ p < 0.01; ^∗∗∗^, p < 0.001).

### Data Availability

The whole genome sequencing data have been deposited in NCBI’s Sequence Read Archive under accession number SRP080836 and the transcriptome sequencing data have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE85894.

# Supplementary material for: Breakage-Fusion-Bridge Events Trigger Complex Genome Rearrangements and Amplifications in Developmentally Arrested T Cell Lymphomas
**Source:** Cell Rep. 2019 Jun 4;27(10):2847–2858.e4. doi: 10.1016/j.celrep.2019.05.014
**Supplement:** Document S1. Figures S1−S8 and Tables S1 and S3−S6

**Cell Reports, Volume 27**

## **Supplemental Information**

**Breakage-Fusion-Bridge Events Trigger**

**Complex Genome Rearrangements and Amplifications**

**in Developmentally Arrested T Cell Lymphomas**

**Joy J. Bianchi, Valentine Murigneux, Marie Bedora-Faure, Chloé Lescale, and Ludovic Deriano**

Figure S1

A.

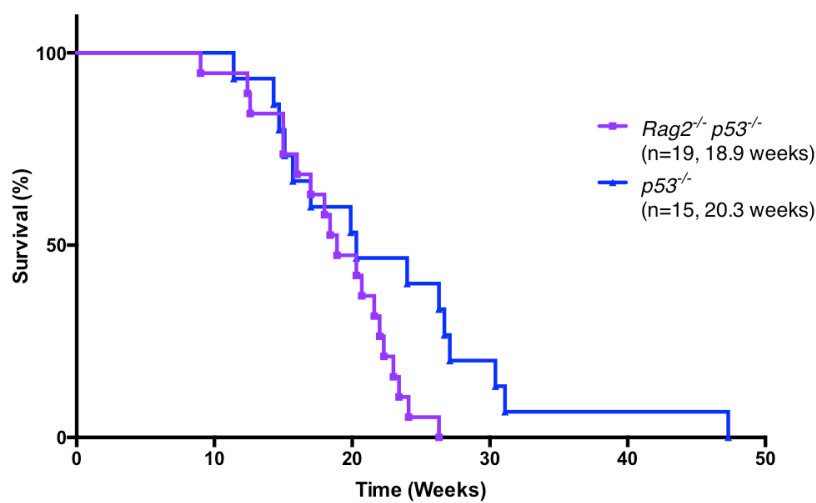

B.

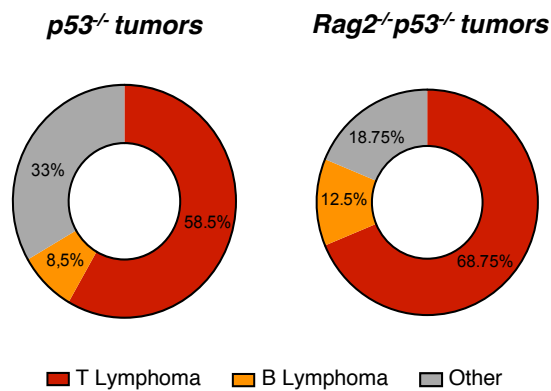

C.

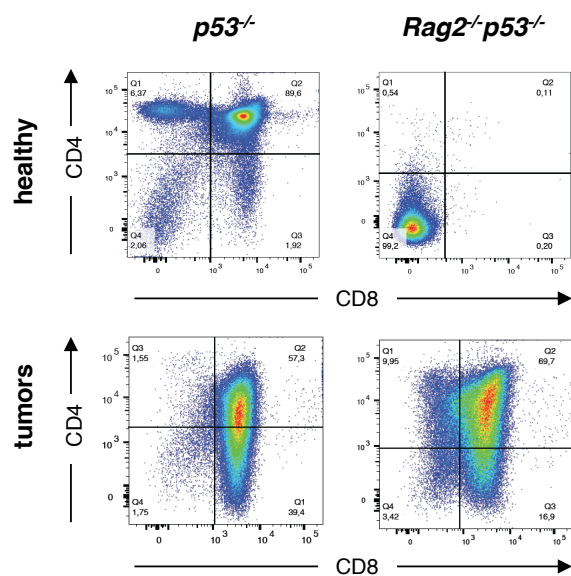

**Figure S1. T cell lymphomagenesis in *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> and *p53*<sup>-/-</sup> mice.** Related to Figure 1.

**A)** Kaplan-Meier survival curves for cohorts of *p53*<sup>-/-</sup> and *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> mice. Animals were monitored for 50 weeks. The average age at sacrifice and number of mice analyzed are shown. **B)** Pie charts showing the tumor spectrum observed for *p53*<sup>-/-</sup> (n=12) and *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> (n=16) animals. « Other » refers to non-lymphoid tumors. **C)** Phenotypic analysis of total thymocytes from one representative healthy (upper) and cancerous thymus (lower) from *p53*<sup>-/-</sup> (left) and *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> (right) animals. CD4 vs CD8 staining profiles are shown.

A.

Figure S2

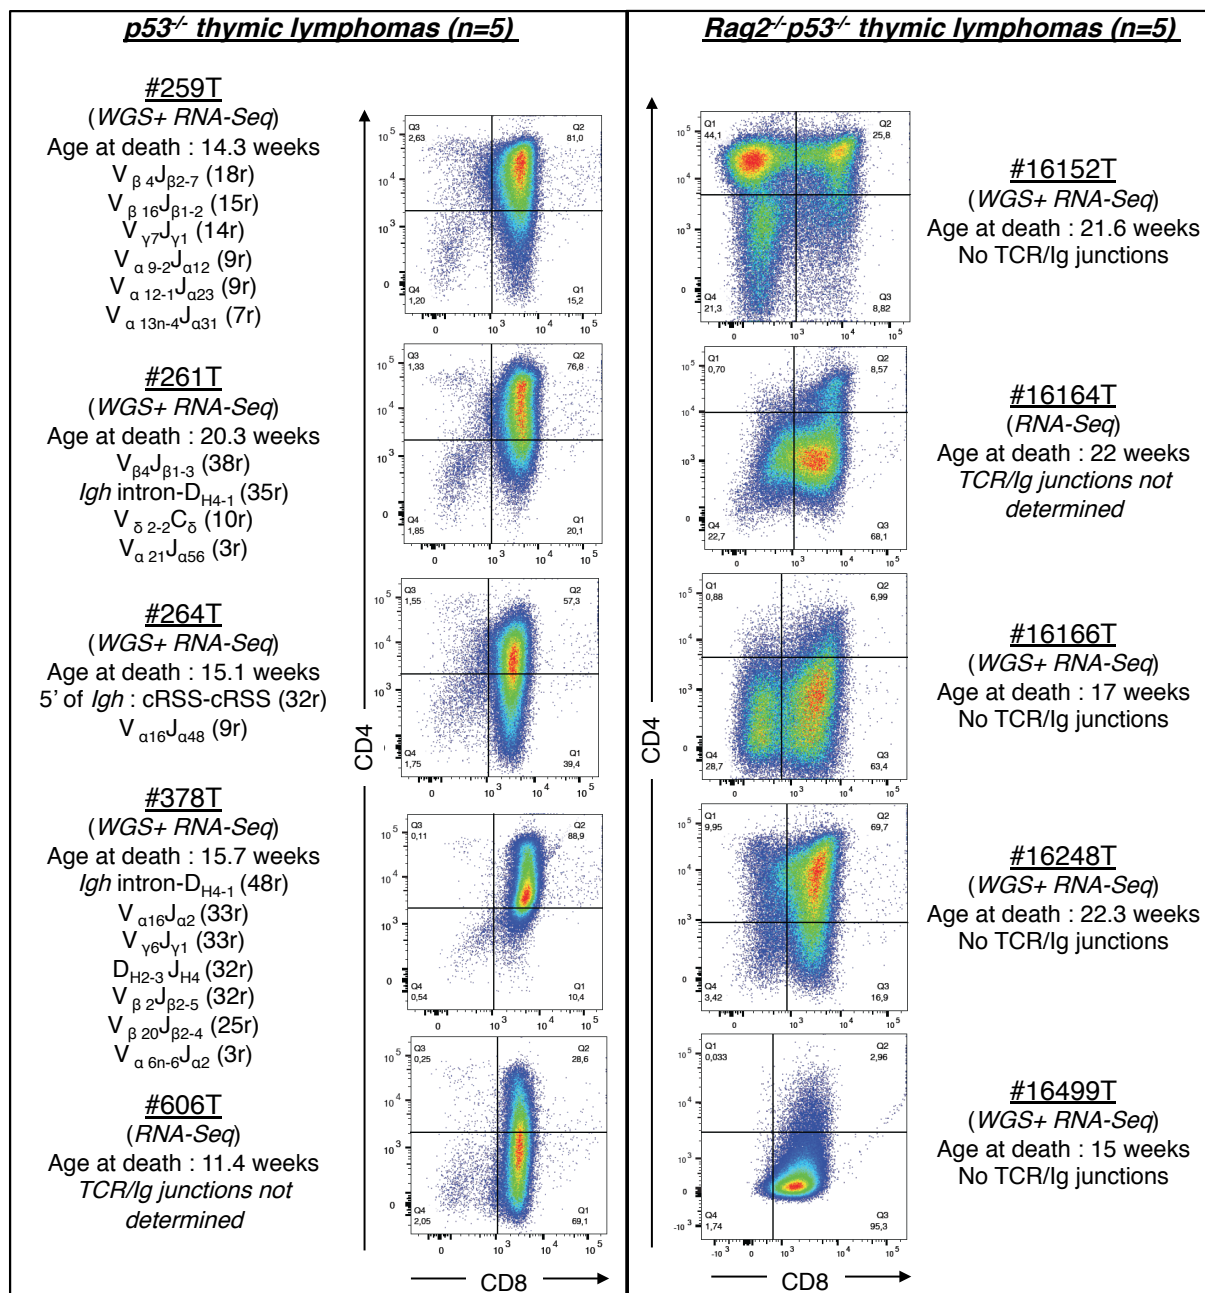

B.

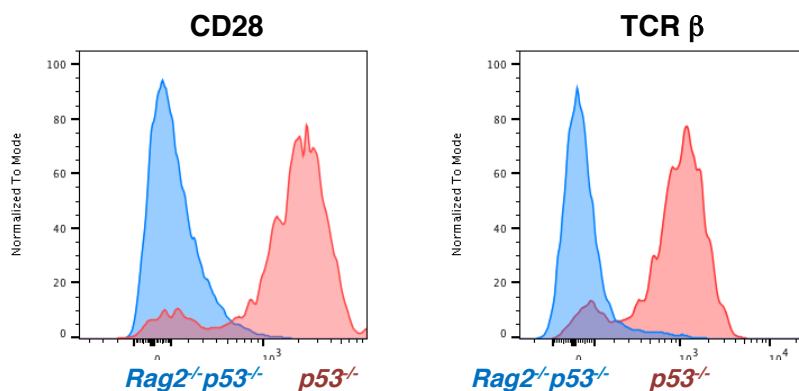

**Figure S2. Phenotyping and V(D)J rearrangements in sequenced T cell lymphomas.** Related to Figure 1. **A)** CD4 vs CD8 staining profiles of total thymocytes from *p53*<sup>-/-</sup> and *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> sequenced tumors. Age of mouse at sacrifice and sequencing status (WGS, whole genome sequencing and/or RNA-seq, whole RNA sequencing) are shown on the left. V(D)J rearrangements identified by our structural variants analytic pipeline are listed on the right, followed in brackets by the number of reads supporting each rearrangement. **B)** Staining profiles of CD28 and TCR  $\beta$  of total thymocytes from one representative *p53*<sup>-/-</sup> tumor (red) and one representative *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> tumor (blue).

Figure S3

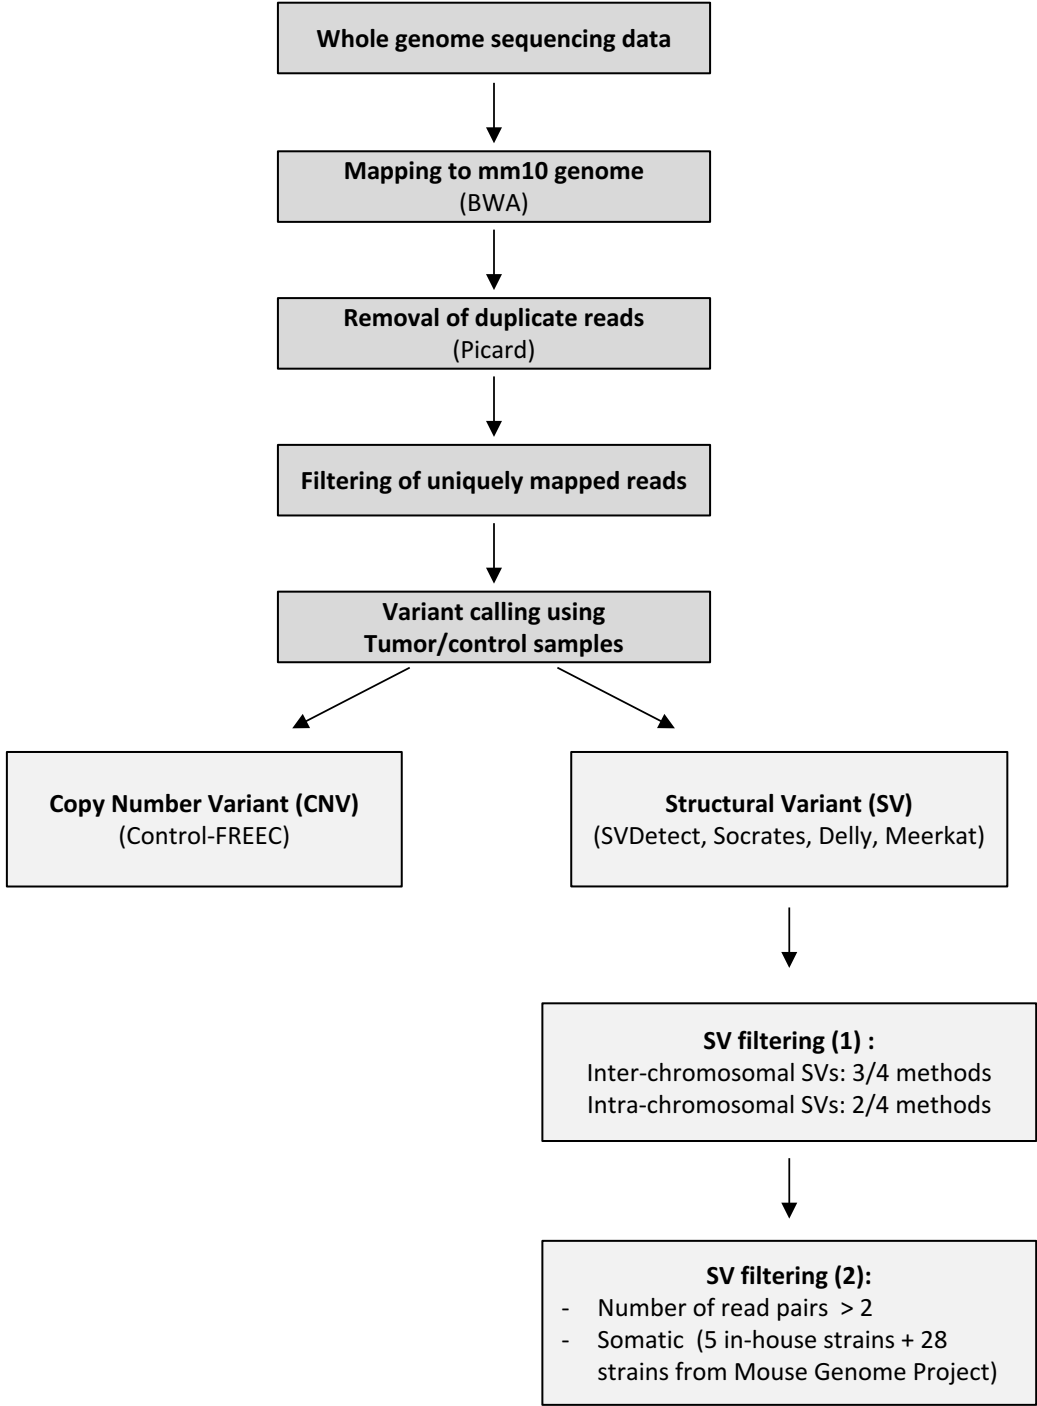

**Figure S3. Bioinformatic pipeline to identify copy number and structural variations from whole genome sequencing data.** Related to Figures 1 and 2 and STAR Methods. See methods for details.

Figure S4

A. *p53*<sup>-/-</sup> thymic lymphomas

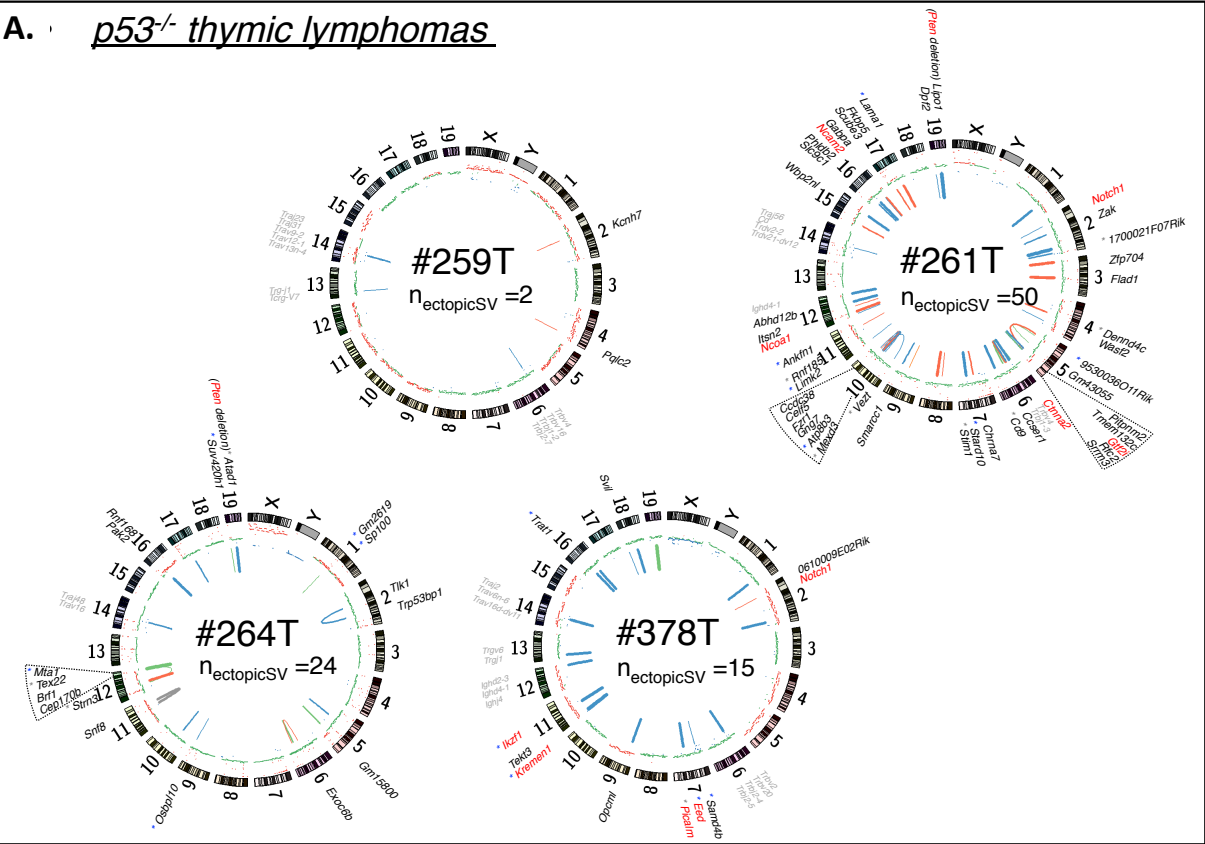

B. *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> thymic lymphomas

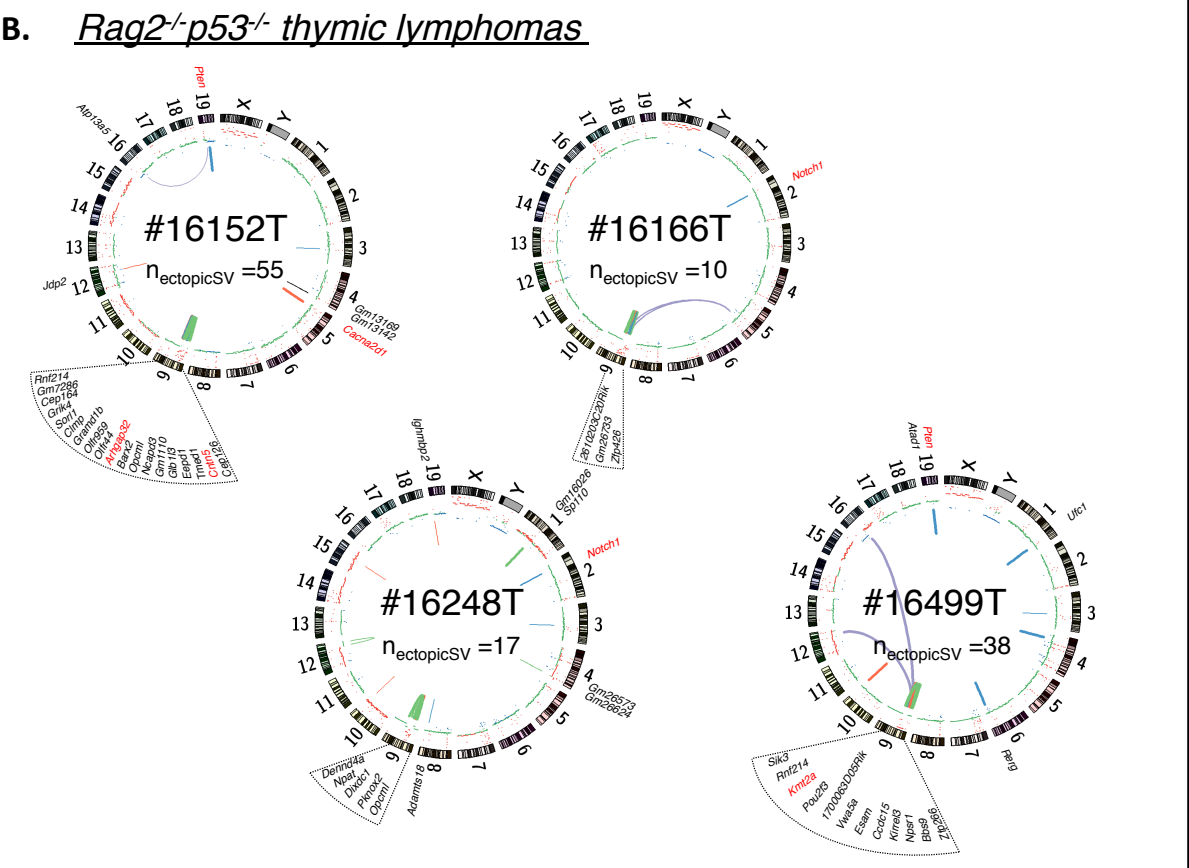

**Figure S4. Circos plot representation of somatic structural variations.** Related to Figure 1. **A)** *p53*<sup>-/-</sup> (#259T, #261T, #264T, #378T) and **B)** *Rag2*<sup>-/-</sup>*p53*<sup>-/-</sup> (#16152T, #16166T, #16248T, #16499T) sequenced T cell lymphomas. Chromosomes are arranged circularly end-to-end with each cytoband indicated. Copy number variations are shown along the chromosomes, normalized copy number profile is represented by dots, blue indicating losses and red indicating gains. Structural variations are shown as arcs (translocations in purple, inversions in green, deletions in blue, duplications in red). Genes altered by SV are depicted along the chromosomes. V(D)J segments are represented in gray and known or candidate cancer genes are shown in red. Cryptic RSSs are annotated with blue asterisks when identified at the breakpoint of the indicated gene and with gray asterisks when identified at the partner breakpoint.  $n_{\text{ectopicSV}}$  indicates the number of ectopic rearrangements locating outside V(D)J sites.

Figure S5

A.

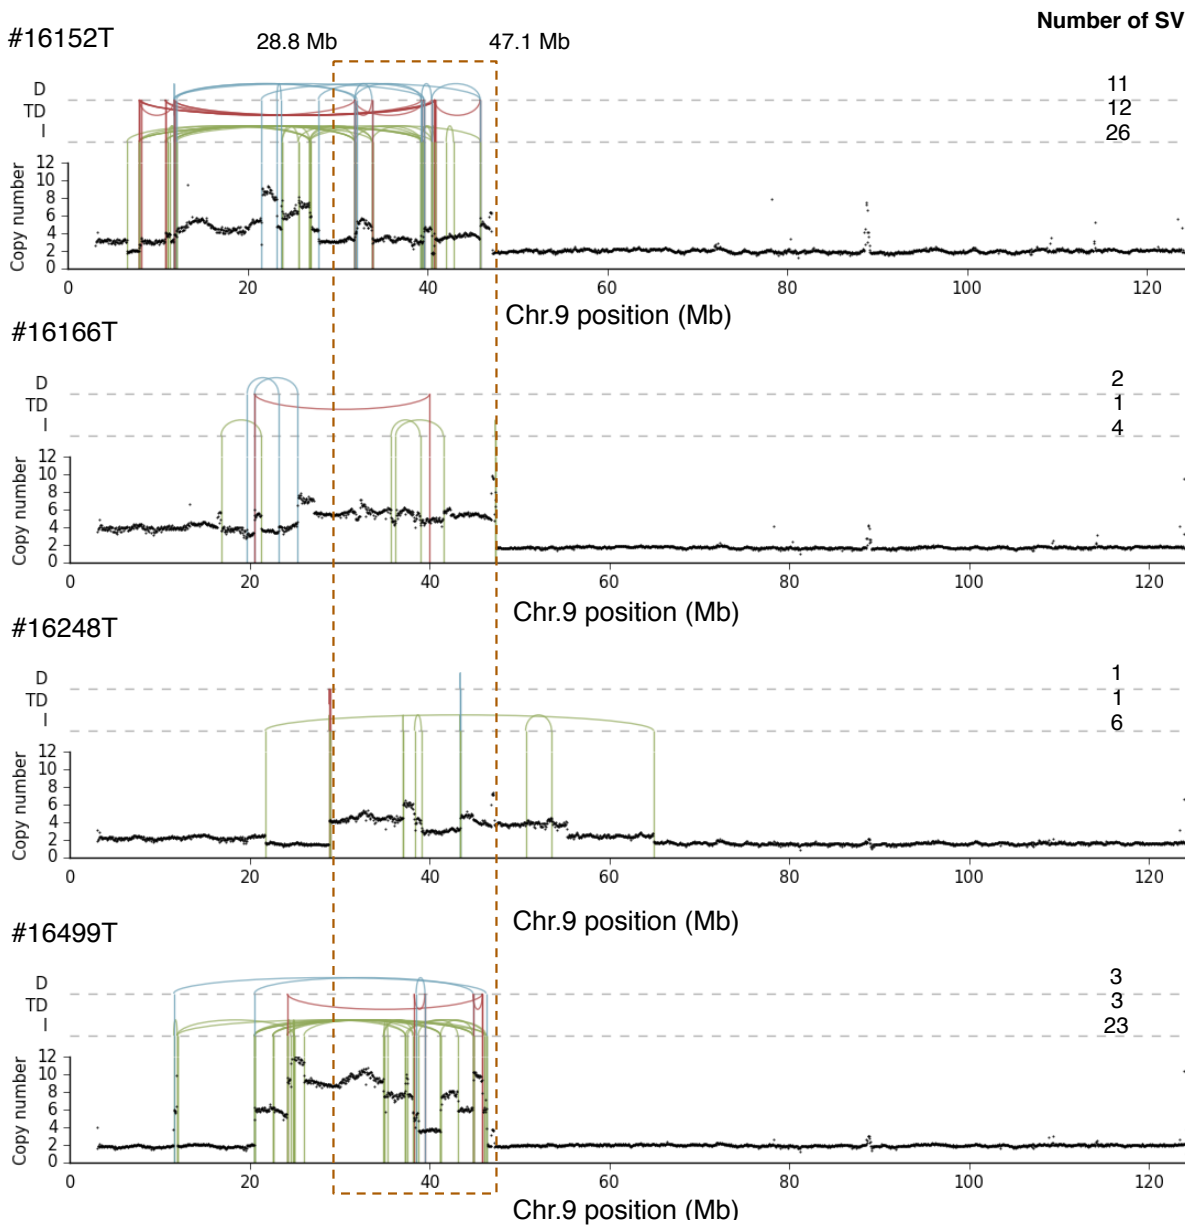

B.

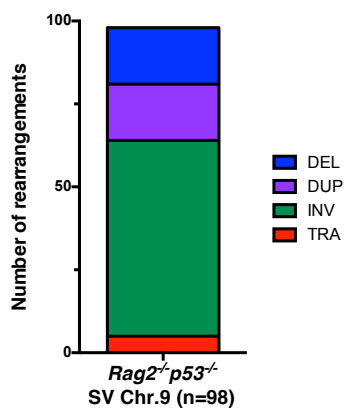

C.

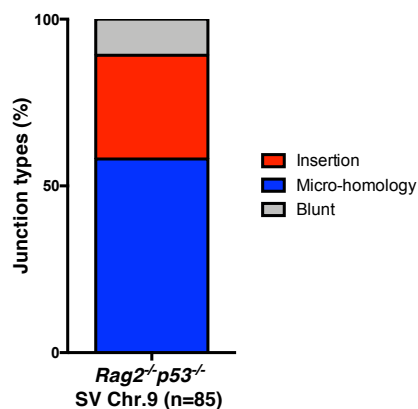

**Figure S5. Chromosome 9 amplifications and rearrangements.** Related to Figure 2. **A)** Rearrangements and copy number variations of chromosome 9 (chr.9) in *Rag2<sup>-/-</sup>p53<sup>-/-</sup>* tumor samples. X-axis represents positions on the chromosome and Y-axis indicates the normalized copy number. Structural variation (SV) types and numbers are indicated: D, deletion (blue); TD, Tandem Duplication (Red); I, Inversion (green). Brown dashed box frames the commonly amplified region. **B)** Bar plots represent the number and type of SVs identified in chr.9 from *Rag2<sup>-/-</sup>p53<sup>-/-</sup>* tumors, (TRA=interchromosomal translocation, INV=inversion, DUP=duplication, DEL=deletion). **C)** Bar plots represent the proportion of SV junction types in chr.9 from *Rag2<sup>-/-</sup>p53<sup>-/-</sup>* tumors.

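The SVs on chromosome 9 can be counted from the paper's list of SVs (Table S2), which gives for each SV the tumor, the breakpoints, the type and the programs that called it. An ectopic SV is a rearrangement outside the V(D)J sites. The list holds 98 SVs with a breakpoint on chromosome 9 in the 4 Rag2-/-p53-/- tumors. By the type that Delly gave, 59 of them (60.2%) were inversions. At least 1 breakpoint lay in the commonly amplified region in 72 of the 98 SVs. This region spans 18.26 Mb, and 373 genes of the deposited expression table lie in it. Junction types come from the Socrates column of the list, where 79 of the 98 SVs had a junction resolved as microhomology, inserted sequence or blunt end. Microhomology was listed at 47 of these junctions, with a median of 3 bp and a range from 1 to 6 bp. Inserted sequence was listed at 23 junctions, with a median of 3 bp and a range from 1 to 35 bp, and 9 junctions were blunt. The remaining 19 SVs had another entry or no junction.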

Figure S6

A.

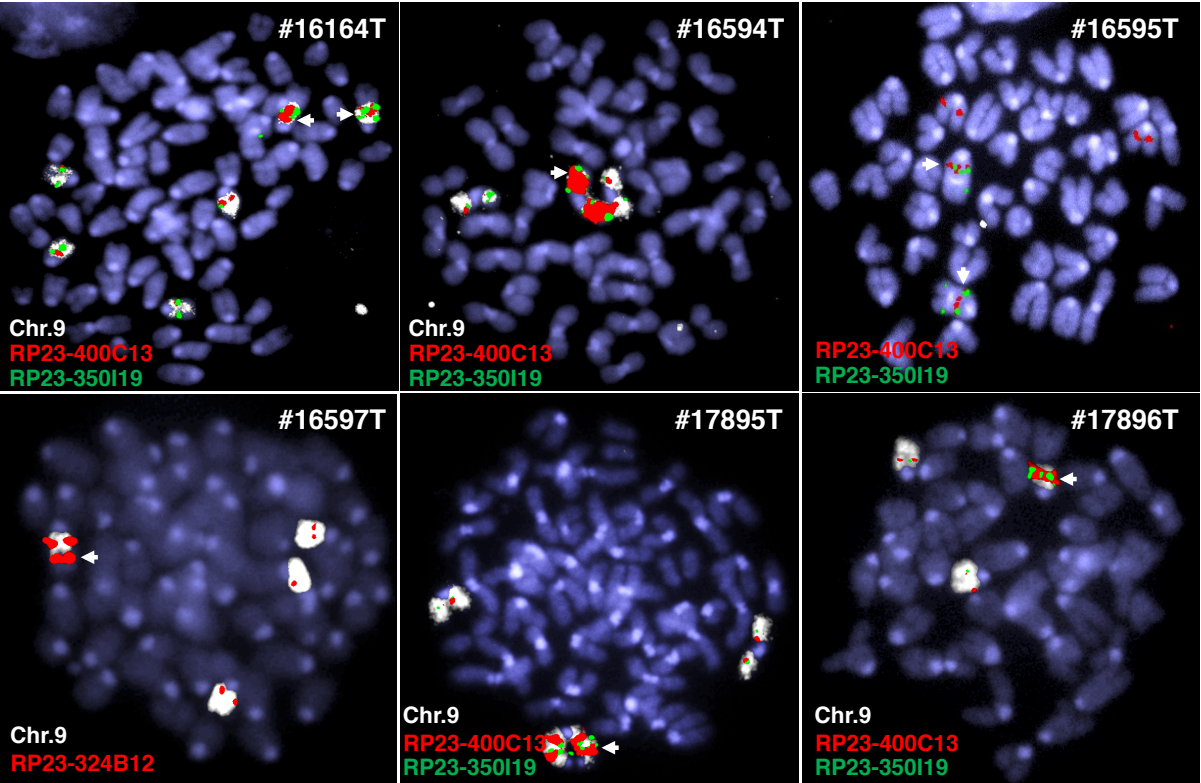

B.

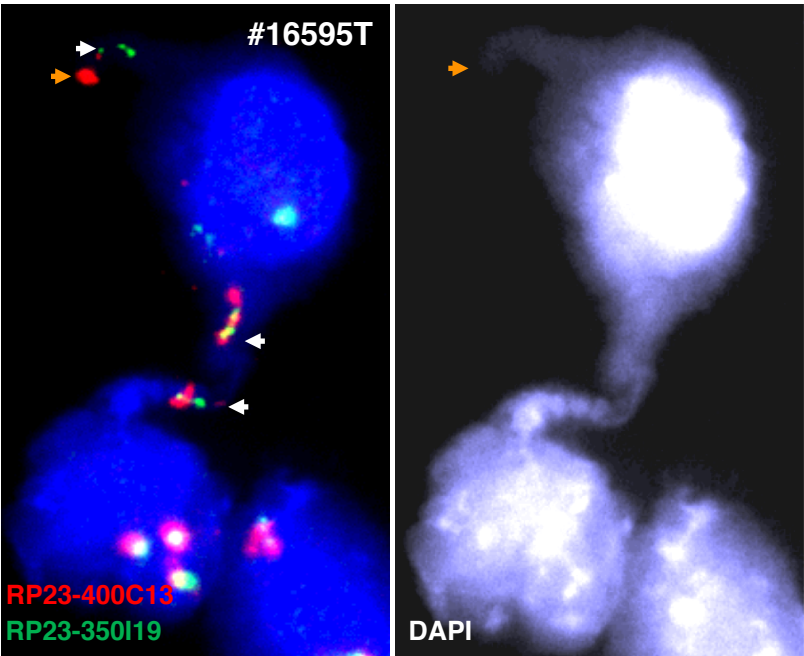

**Figure S6. Breakage fusion bridge intermediates in *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> T cell lymphomas.**

Related to Figure 2. **A)** Representative metaphases from #16164T, #16594T, #16595T, #16597T, #17895T and #17896T *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> T cell lymphomas stained with the BAC probe RP23-400C13 (red), the BAC probe RP23-350I19 (green) or RP23-324B12 (red) and chromosome 9 (chr.9) paint (white). White arrows point at chr.9 amplification. **B)** Representative image of an anaphase bridge and a broken chromatin bridge observed in #16595T *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> tumor. White arrows show the position of chr.9 probes (amplicon) and the yellow arrow points at one broken chromatin bridge.

Figure S7

**A.** Early stage *Rag2*<sup>-/-</sup> OTII *p53*<sup>-/-</sup> thymic lymphomas (n=7)

**B.** Late stage *Rag2*<sup>-/-</sup> OTII *p53*<sup>-/-</sup> thymic lymphomas (n=8)

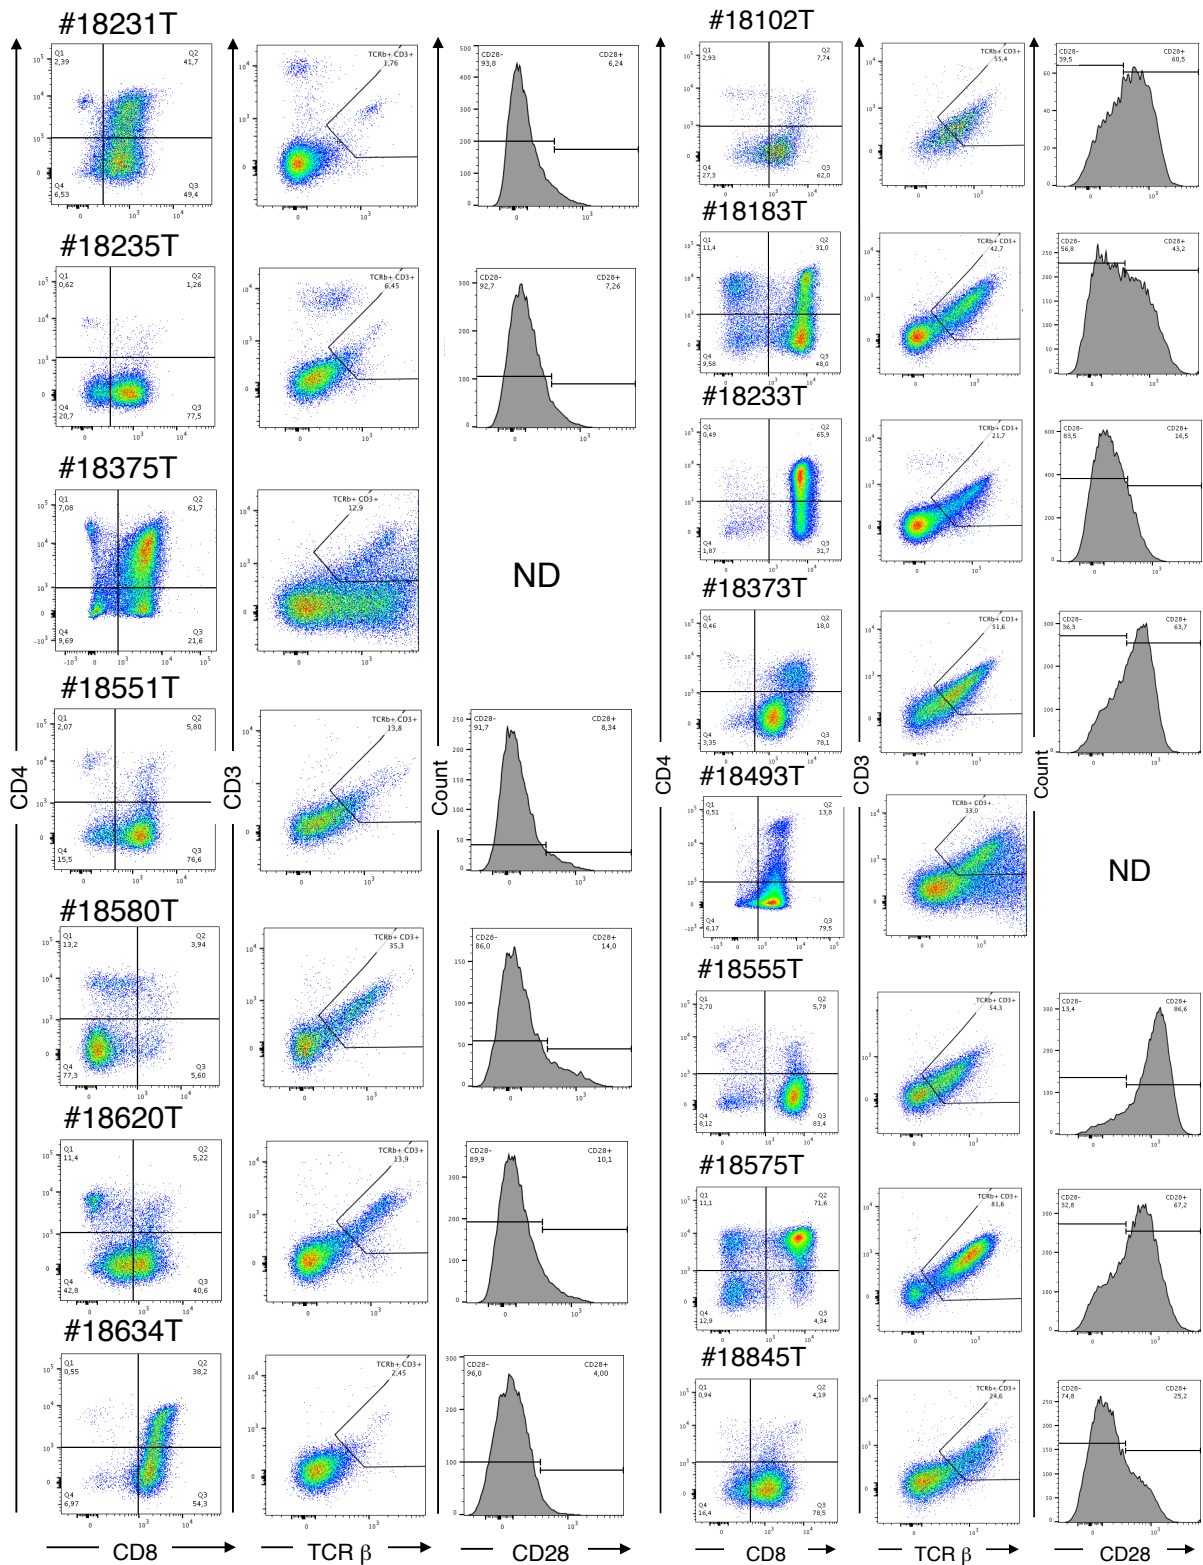

**Figure S7. Tumor phenotypes of TCR transgenic mice.** Related to Figure 3. CD4 vs CD8, CD3 vs TCR $\beta$  and CD28 staining profiles of total thymocytes from **A)** early and **B)** late stage *Rag2*<sup>-/-</sup> *OTII* *p53*<sup>-/-</sup> tumors. ND, not determined. n indicates the number of tumors analyzed.

Figure S8

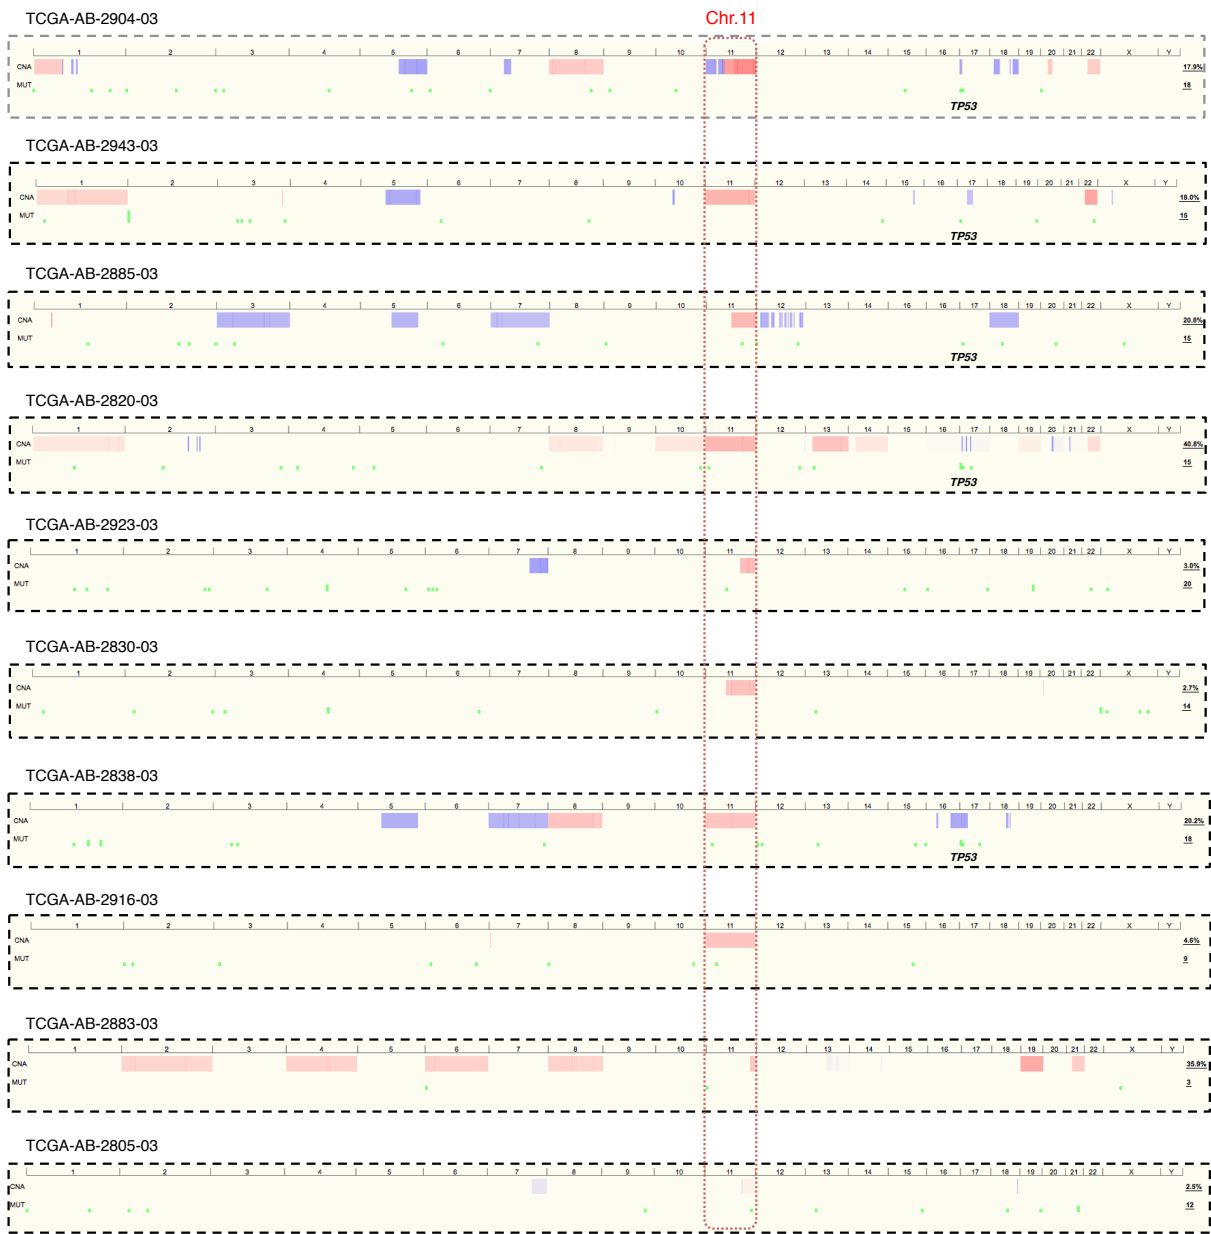

**Figure S8. Chromosome 11 amplification in AML patients.** Related to Figure 4. Copy Number Alteration (CNA) profiles of whole chromosomes for eleven patients presenting amplification of chr.11, in one AML TCGA, NEJM 2013 study extracted from cBioPortal (<http://www.cbioportal.org>). Blue indicates losses and red indicates gains. Red dashed box frames human chr.11. Patients with *TP53* mutations are indicated.

Table S1

| Sample ID | Genotype                                                             | Raw reads | Mapped reads | Mapped reads (%) | Duplicate reads (%) | Mapped reads (after duplicate removal) | Sequencing coverage (x) |
|-----------|----------------------------------------------------------------------|-----------|--------------|------------------|---------------------|----------------------------------------|-------------------------|
| 259T      | <i>p53</i> <sup>-/-</sup>                                            | 6,13E+08  | 563587666    | 91,9             | 8,5                 | 515844208                              | 19,1                    |
| 261T      | <i>p53</i> <sup>-/-</sup>                                            | 1,61E+09  | 1556661704   | 96,9             | 10,8                | 1388462192                             | 51,4                    |
| 264T      | <i>p53</i> <sup>-/-</sup>                                            | 1,23E+09  | 1176770735   | 95,4             | 11,5                | 1041430474                             | 38,6                    |
| 378T      | <i>p53</i> <sup>-/-</sup>                                            | 1,61E+09  | 1565860475   | 97,2             | 10,2                | 1405673989                             | 52,1                    |
| 16152T    | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>                 | 1,17E+09  | 1119461302   | 95,5             | 10,2                | 1005420525                             | 37,2                    |
| 16166T    | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>                 | 5,7E+08   | 538525169    | 94,4             | 8,3                 | 493795685                              | 18,3                    |
| 16248T    | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>                 | 1,08E+09  | 1027522497   | 95,3             | 11,6                | 908153233                              | 33,6                    |
| 16499T    | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>                 | 1,23E+09  | 1171794147   | 95,3             | 11,7                | 1034565694                             | 38,3                    |
| 14769K    | WT                                                                   | 4,38E+08  | 423694396    | 96,7             | 9,9                 | 381848747                              | 14,1                    |
| 14783K    | <i>Rag2c/c</i>                                                       | 4,22E+08  | 407510759    | 96,6             | 9,9                 | 367320198                              | 13,6                    |
| 14488K    | WT                                                                   | 3,95E+08  | 380529549    | 96,4             | 9,9                 | 342726292                              | 12,7                    |
| 15510K    | <i>Rag2c/c</i> <i>Cernu</i> <sup>-/-</sup> <i>p53</i> <sup>+/-</sup> | 7,49E+08  | 723272106    | 96,6             | 9,4                 | 655405964                              | 24,3                    |
| 17002K    | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>+/-</sup>                 | 3,64E+08  | 331706511    | 91,1             | 9,9                 | 299029292                              | 11,1                    |

**Table S1. Sequencing read counts and statistics.** Related to Figures 1, 2 and 4. Raw sequencing reads were mapped to the reference mouse genome using BWA and duplicate reads were removed with the function MarkDuplicates from Picard tools (see Methods).

Table S3

|                                                      | SKY-MultiFISH |                                                      | Aneuploidy                         |                 |                  |                      |                       |           |
|------------------------------------------------------|---------------|------------------------------------------------------|------------------------------------|-----------------|------------------|----------------------|-----------------------|-----------|
| Genotype                                             | Samples       | Translocations (Frequency)*                          | Total number of metaphase examined | Range (average) | Aneuploid events | Aneuploidy/metaphase | Aneuploid chromosomes | Frequency |
| <i>p53</i> <sup>-/-</sup>                            | 259T          | t(16;14) (2/9)                                       | 83                                 | 31-66 (47)      | 662              | 7.98                 | 1                     | 33/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 2                     | 40/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 3                     | 10/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 4                     | 54/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 5                     | 72/83     |
|                                                      | 261T          | (0/21)                                               |                                    |                 |                  |                      | 6                     | 20/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 7                     | 10/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 8                     | 10/83     |
|                                                      | 264T          | t(8;16) (16/21)                                      |                                    |                 |                  |                      | 9                     | 42/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 10                    | 20/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 11                    | 62/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 12                    | 49/83     |
|                                                      | 378T          | (0/32)                                               |                                    |                 |                  |                      | 13                    | 14/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 14                    | 57/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 15                    | 44/83     |
|                                                      | 606T          | ND                                                   |                                    |                 |                  |                      | 16                    | 23/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 17                    | 10/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 18                    | 12/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 19                    | 14/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | X                     | 23/83     |
|                                                      |               |                                                      |                                    |                 |                  |                      | Y                     | 43/83     |
| <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup> | 16152T        | t(19;16) (7/20)<br>t(12;11) (6/20)<br>t(9;16) (4/20) | 97                                 | 13-70 (43)      | 1018             | 10.49                | 1                     | 58/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 2                     | 37/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 3                     | 46/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 4                     | 54/97     |
|                                                      | 16164T        | t(9;15) (16/21)                                      |                                    |                 |                  |                      | 5                     | 39/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 6                     | 46/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 7                     | 45/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 8                     | 39/97     |
|                                                      | 16166T        | (0/21)                                               |                                    |                 |                  |                      | 9                     | 66/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 10                    | 60/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 11                    | 49/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 12                    | 61/97     |
|                                                      | 16248T        | t(9;4) (12/21)                                       |                                    |                 |                  |                      | 13                    | 36/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 14                    | 71/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 15                    | 80/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 16                    | 64/97     |
|                                                      | 16499T        | t(9;16) (13/14)                                      |                                    |                 |                  |                      | 17                    | 35/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 18                    | 39/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | 19                    | 56/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | X                     | 38/97     |
|                                                      |               |                                                      |                                    |                 |                  |                      | Y                     | 29/97     |

**Table S3. Translocations and aneuploidy in T cell lymphomas.** Related to Figure 1. SKY-MultiFISH = Spectral Karyotyping-multi fluorescent in-situ hybridization analysis has been performed to identify gross rearrangements at the cytogenetic level. \*Only recurrent translocations (>20%) are shown. t, translocation (the chromosome donating the centromere is listed first). Aneuploidy frequencies (gains and losses) > 50% are shown in red bold.

Table S4

|                    |                             |               | p53 <sup>-/-</sup> |      |      |      |                          | Rag2 <sup>-/-</sup> p53 <sup>-/-</sup> |        |        |        |                                              |                                                                   |     |
|--------------------|-----------------------------|---------------|--------------------|------|------|------|--------------------------|----------------------------------------|--------|--------|--------|----------------------------------------------|-------------------------------------------------------------------|-----|
|                    |                             |               | 259T               | 261T | 264T | 378T | Total p53 <sup>-/-</sup> | 16152T                                 | 16166T | 16248T | 16499T | Total Rag2 <sup>-/-</sup> p53 <sup>-/-</sup> | Total p53 <sup>-/-</sup> & Rag2 <sup>-/-</sup> p53 <sup>-/-</sup> |     |
| All                | Intra                       | V(D)J         |                    | 6    | 4    | 2    | 7                        | 19                                     | 0      | 0      | 0      | 0                                            | 0                                                                 | 19  |
|                    |                             | Ectopic       | DEL                | 0    | 25   | 12   | 12                       | 49                                     | 14     | 3      | 4      | 8                                            | 29                                                                | 78  |
|                    |                             |               | DUP                | 2    | 19   | 3    | 1                        | 25                                     | 14     | 1      | 4      | 4                                            | 23                                                                | 48  |
|                    |                             |               | INV                | 0    | 6    | 9    | 2                        | 17                                     | 26     | 4      | 9      | 23                                           | 62                                                                | 79  |
|                    | Inter                       | Translocation |                    | 0    | 0    | 0    | 0                        | 0                                      | 1      | 2      | 0      | 3                                            | 6                                                                 | 6   |
|                    | Total Intra & Inter         |               |                    | 8    | 54   | 26   | 22                       | 110                                    | 55     | 10     | 17     | 38                                           | 120                                                               | 230 |
|                    | Total Intra & Inter ectopic |               |                    | 2    | 50   | 24   | 15                       | 91                                     | 55     | 10     | 17     | 38                                           | 120                                                               | 211 |
| Precisely resolved | Intra                       | V(D)J         |                    | 6    | 3    | 2    | 7                        | 18                                     | 0      | 0      | 0      | 0                                            | 0                                                                 | 18  |
|                    |                             | Ectopic       | DEL                | 0    | 20   | 11   | 11                       | 42                                     | 10     | 3      | 4      | 7                                            | 24                                                                | 66  |
|                    |                             |               | DUP                | 0    | 17   | 2    | 1                        | 20                                     | 10     | 1      | 4      | 4                                            | 19                                                                | 39  |
|                    |                             |               | INV                | 0    | 1    | 9    | 2                        | 12                                     | 22     | 4      | 7      | 22                                           | 55                                                                | 67  |
|                    | Inter                       | Translocation |                    | 0    | 0    | 0    | 0                        | 0                                      | 1      | 2      | 0      | 2                                            | 5                                                                 | 5   |
|                    | Total Intra & Inter         |               |                    | 6    | 41   | 24   | 21                       | 92                                     | 43     | 10     | 15     | 35                                           | 103                                                               | 195 |
|                    | Total Intra & Inter ectopic |               |                    | 0    | 38   | 22   | 14                       | 74                                     | 43     | 10     | 15     | 35                                           | 103                                                               | 177 |

**Table S4. Status and type of rearrangements identified in T cell lymphomas.** Related to Figure 1. The number of SVs is shown for each sample according to their status (intrachromosomal: V(D)J or ectopic rearrangements and interchromosomal rearrangements) and their type (DEL=deletion, DUP=duplication, INV=inversion and translocation, based on Delly annotation). Precisely resolved SVs have their breakpoint bioinformatically resolved at the base-pair resolution (see Methods). For a detailed list of all the SVs, see Table S2.

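Counts per tumor taken from the list of SVs (Table S2) were turned into percentages, so that each tumor weighs the same. Ectopic SVs numbered 2, 50, 25 and 15 in the p53-/- tumors 259T, 261T, 264T and 378T. For 264T, Table S4 gives 24 ectopic SVs with 9 inversions, against 25 with 10 here. The total of 26 SVs is the same, and Table S4 gives 2 V(D)J SVs against 1 here. The paper thus counts as V(D)J an SV that is counted here as an ectopic inversion, and which SV this is was not identified. In the Rag2-/-p53-/- tumors 16152T, 16166T, 16248T and 16499T they numbered 55, 10, 17 and 38. The percentage of ectopic SVs with a breakpoint on chromosome 9 was 77.6% ± 20.5 (SD, n = 4 tumors) in Rag2-/-p53-/- tumors and 3.7% ± 2.7 (SD, n = 4) in p53-/- tumors. The 4 Rag2-/-p53-/- tumors all lay above the 4 p53-/- tumors (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). Single tumors were counted with different precision. Tumor 16152T had 49 of 55 SVs on chromosome 9 (89.1%, 95% Wilson confidence interval 78.2% to 94.9%), and tumor 16166T had 9 of 10 (90.0%, 59.6% to 98.2%). For 16499T, 32 of 38 SVs were on chromosome 9 (84.2%, 69.6% to 92.6%). Tumor 16248T had the lowest percentage of its genotype, 8 of 17 SVs (47.1%, 26.2% to 69.0%). Tumor 259T had 0 of 2, which leaves its percentage open up to a Wilson limit of 65.8%. These intervals cover counting error only. Inversions made up 50.2% ± 8.7 (SD, n = 4) of the ectopic SVs in Rag2-/-p53-/- tumors and 16.3% ± 16.9 (SD, n = 4) in p53-/- tumors (two-sided exact permutation test, p = 0.0571). This p rests on a tie at 40.0% between 264T and 16166T. With the counts of Table S4, an alternative chosen after seeing the data, 264T is at 37.5%, the groups separate and the two-sided exact p is 0.0286, so a single SV decides. For precisely resolved SVs the difference was 30.06 percentage points (two-sided exact permutation test, n = 4 against 3, p = 0.1143). With the type that SVDetect gave in place of that of Delly, the difference in inversions was 37.01 percentage points instead of 33.85 (two-sided exact permutation test, n = 4 against 4, p = 0.0286). The list holds 230 SVs, of which 195 are precisely resolved.

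**Figure D3:**
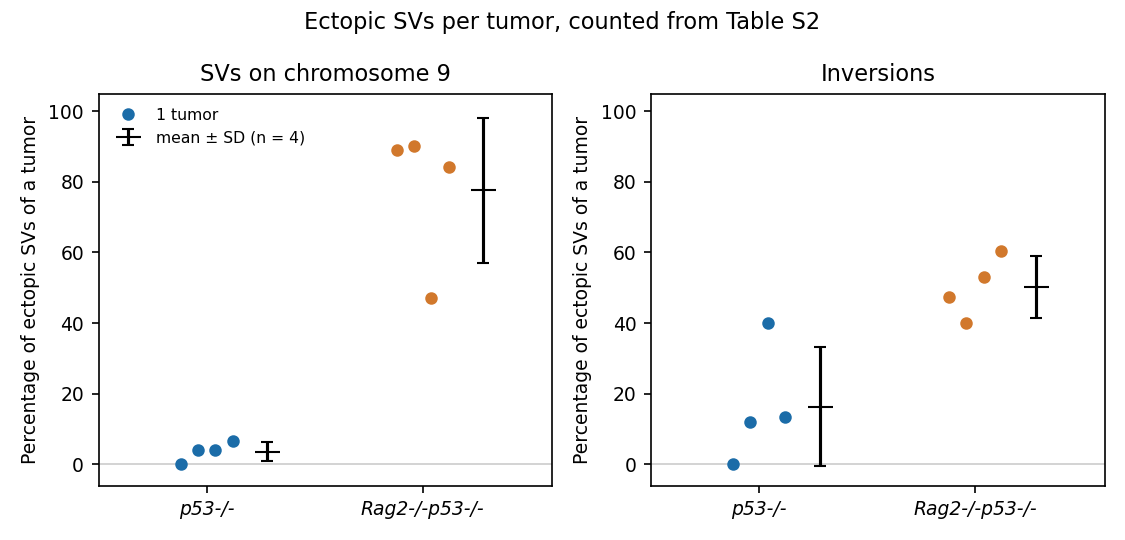
Percentage of the ectopic SVs of a tumor that lie on chromosome 9 (left) and that are inversions (right), with a point per tumor and the mean ± SD of 4 tumors beside them. The Rag2-/-p53-/- tumors lie between 47.1% and 90.0% for chromosome 9 and between 40.0% and 60.5% for inversions.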

Table S5

| Sample   | Genotype                                                | Mouse age at death (weeks) | TCR- $\beta$ /CD3 expression | CD28 expression | Metaphases examined | Amplification Frequency |
|----------|---------------------------------------------------------|----------------------------|------------------------------|-----------------|---------------------|-------------------------|
| 16152T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 21.6                       | 0.1%                         | ND              | 67 (WGS)            | 53/67* (Yes WGS)        |
| 16164T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 22                         | 1.1%                         | ND              | 50                  | 39/50*                  |
| 16166T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 17                         | 0.2%                         | ND              | ND (WGS)            | ND (Yes WGS)            |
| 16248T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 22.3                       | 0.1%                         | ND              | ND (WGS)            | ND (Yes WGS)            |
| 16499T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 15                         | 0.1%                         | ND              | ND (WGS)            | ND (Yes WGS)            |
| 16594T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 18                         | 0.1%                         | ND              | 60                  | 58/60*                  |
| 16595T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 18.9                       | 0%                           | ND              | 59                  | 56/59*                  |
| 16597T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 12.4                       | 0.1%                         | ND              | 46                  | 43/46*                  |
| 16446T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 20.3                       | 0.1%                         | ND              | 66                  | 0/66                    |
| 16592T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 20.7                       | 0%                           | ND              | 67                  | 1/67                    |
| 17895T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 15.7                       | 0.1%                         | ND              | 50                  | 31/50*                  |
| 17896T   | <i>Rag2</i> <sup>-/-</sup> <i>p53</i> <sup>-/-</sup>    | 15                         | 0.6%                         | ND              | 32                  | 31/32*                  |
| 18231T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 15.3                       | 2%                           | 6%              | 77                  | 76/77*                  |
| 18235T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 16                         | 7%                           | 7%              | 52                  | 49/52*                  |
| 18375T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 20.6                       | 5%                           | ND              | 53                  | 48/53*                  |
| 18551T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 15.1                       | 14%                          | 8%              | 29                  | 29/29*                  |
| 18580T** | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 13.7                       | 36%                          | 14%             | 54                  | 51/54*                  |
| 18620T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 15.4                       | 14%                          | 10%             | 10                  | 8/10*                   |
| 18634T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 12.6                       | 3%                           | 4%              | 56                  | 53/56*                  |
| 18102T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 14.4                       | 56%                          | 60%             | 52                  | 52/60*                  |
| 18183T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 14.4                       | 43%                          | 43%             | 71                  | 0/71                    |
| 18233T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 19.3                       | 22%                          | 17%             | 9                   | 0/9                     |
| 18373T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 18                         | 52%                          | 64%             | 55                  | 4/55                    |
| 18493T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 11.3                       | 27%                          | ND              | 70                  | 0/70                    |
| 18555T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 14.3                       | 55%                          | 87%             | 49                  | 0/49                    |
| 18575T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 14.7                       | 82%                          | 67%             | 55                  | 52/55*                  |
| 18845T   | <i>Rag2</i> <sup>-/-</sup> <i>OT2p53</i> <sup>-/-</sup> | 16.4                       | 25%                          | 25%             | 84                  | 0/84                    |

**Table S5. Chromosome 9 instability in RAG-deficient T cell lymphomas.** Related to Figures 2 and 3. Lymphomas were analyzed by FISH using the BAC probe RP23-400C13 (Chr9:46876752-47065834) combined with BAC probe RP23-350I19 (Chr9:46653159-46855832), except for #16597T for which amplification was observed using the BAC probe RP23-324B12 (Chr9:44825064-45042172). Number of metaphases examined and frequencies of chr.9 amplification are shown. Tumors are considered positive for TCR- $\beta$ /CD3 or CD28 expression when more than 15% of the cells expressed the cell surface markers. \*Tumors harboring recurrent chromosome 9 amplifications (amplifications found in > 20% of the metaphases analyzed).\*\* Tumor #18580T has TCR- $\beta$ <sup>+</sup>/CD3<sup>+</sup> expression > 15%, however based on its CD28 expression <15% and its CD4<sup>-</sup>/CD8<sup>-</sup> profile (see Fig.S7), it was classified as an early stage tumor. ND, not determined. Yes WGS, chromosome 9 amplifications were identified by Copy Number Variant analysis after whole genome sequencing (WGS).

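The table gives for each Rag2-/- OTII p53-/- lymphoma the percentage of cells positive for TCRβ by flow cytometry, and the metaphases in which the probes showed amplification. It gives the percentage positive for CD28 for all of them but 18375T and 18493T, where CD28 was not determined. Early-stage tumors (n = 7) had amplification in 80.0% to 100% of their metaphases, with a median of 94.4%. Late-stage tumors (n = 8) had a median of 0%, and 2 of them were amplified in 86.7% and 94.5% of metaphases. Counting a tumor as amplified above 20% of metaphases gives 7 of 7 early-stage and 2 of 8 late-stage tumors (two-sided Fisher exact test, p = 0.007). A limit of 50% gives the same 7 and 2 tumors. The number of metaphases sets the precision for a single tumor. Tumor 18620T had 8 amplified metaphases of 10 (80.0%, 95% Wilson confidence interval 49.0% to 94.3%), and 18373T had 4 of 55 (7.3%, 2.9% to 17.3%). Tumor 18233T had 0 of 9 metaphases, with an upper Wilson limit of 29.9%, and 18845T had 0 of 84, with an upper limit of 4.4%. Tumor 18580T is the exception to the split by TCRβ, with 36% TCRβ-positive cells, and is counted as early-stage, as in the paper, with 14% CD28-positive cells. Counted as late-stage, it leaves 6 of 6 early-stage and 3 of 9 late-stage tumors amplified (two-sided Fisher exact test, p = 0.0278). For tumor 18102T the paper lists 52 metaphases examined but gives the frequency as 52 of 60, and 86.7% is computed from the latter.

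**Figure D4:**
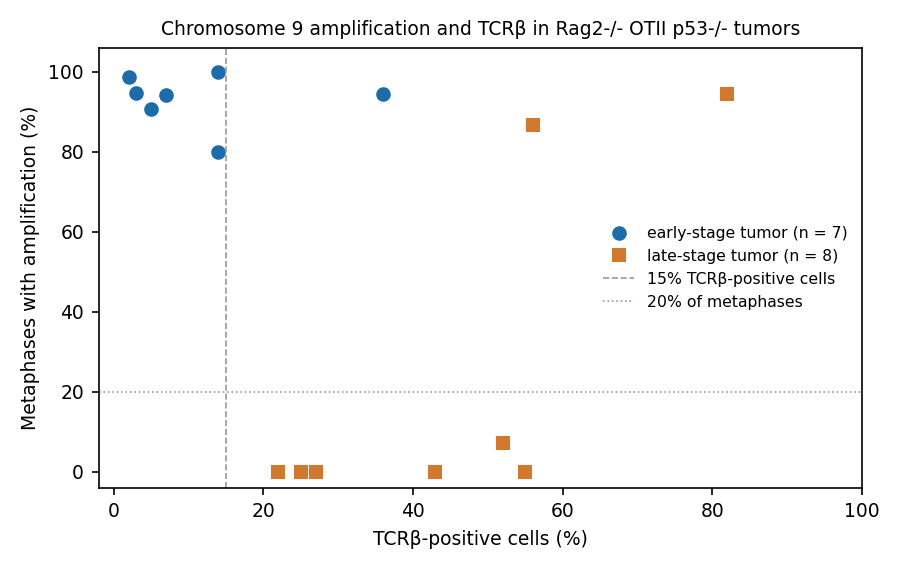
Percentage of metaphases with chromosome 9 amplification against the percentage of TCRβ-positive cells in 7 early-stage and 8 late-stage Rag2-/- OTII p53-/- tumors, with lines at 15% TCRβ-positive cells and at 20% of metaphases. The early-stage tumor to the right of the 15% line is 18580T, at 36% TCRβ-positive cells and 94.4% of metaphases.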

Table S6

| 11q23-25 amplified cases** |  |               |               |
|----------------------------|--|---------------|---------------|
| Number of cases            |  | MLL status    |               |
|                            |  | Amplification | Rearrangement |
| 339                        |  | 329 (97%)     | 15 (4%)       |
|                            |  | Altered TP53  |               |
|                            |  | 136 (41%)     |               |

**Table S6. *TP53* is frequently altered in human hematologic malignancies containing 11q23-25 amplifications and lacking typical *MLL* rearrangements.** Related to Figure 4. Abbreviations: AML, Acute myeloid leukemia; MDS, Myelodysplastic syndrome; cALL, common Acute lymphoblastic leukemia; CML, Chronic myelogenous leukemia; NHL, Non-Hodgkin lymphoma; ATL, Adult T cell leukemia; LBL, Lymphoblastic lymphoma; ND, Not Determined; PTD, Partial tandem duplication. \*"Loss of chromosome 17/17p" includes whole or partial loss of one or both chromosomes 17/17p. "Mutated" indicates nonsynonymous mutations and/or deletions within *TP53*. \*\*Only cases for which we retrieved information on the *MLL* and *TP53* gene status are included.

# Supplementary material for: Breakage-Fusion-Bridge Events Trigger Complex Genome Rearrangements and Amplifications in Developmentally Arrested T Cell Lymphomas
**Source:** Cell Rep. 2019 Jun 4;27(10):2847–2858.e4. doi: 10.1016/j.celrep.2019.05.014
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Breakage-Fusion-Bridge Events Trigger Complex Genome Rearrangements and Amplifications in Developmentally Arrested T Cell Lymphomas

### Graphical Abstract

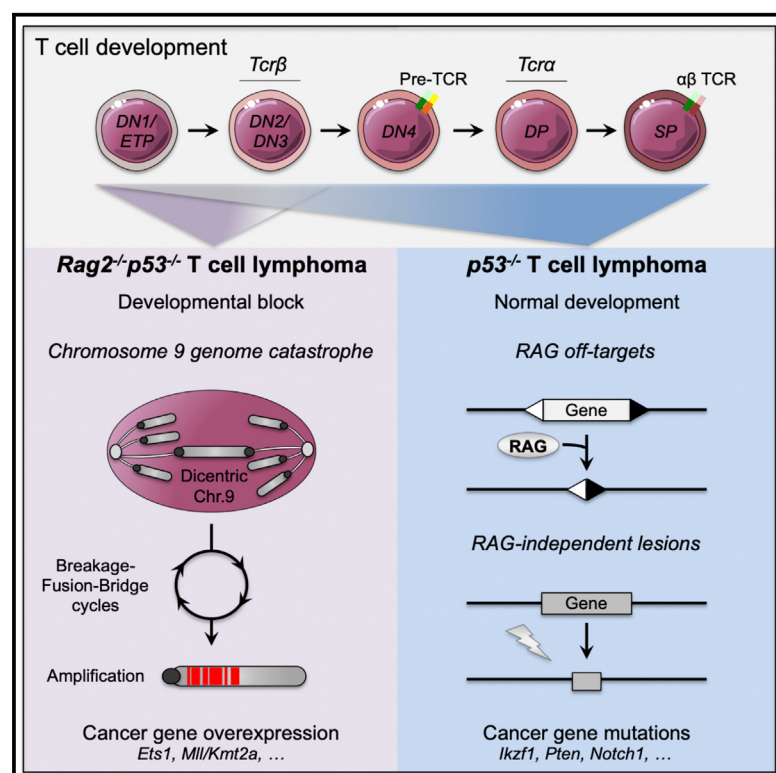

### Authors

Joy J. Bianchi, Valentine Murigneux, Marie Bedora-Faure, Chloé Lescale, Ludovic Deriano

### In Brief

Using p53-deficient T cell lymphoma mouse models, Bianchi et al. show that breakage-fusion-bridge events trigger complex focal genome rearrangements and amplifications in developmentally arrested lymphoblastic cells, leading to unique genome and transcriptome signatures found in some human hematological cancers.

### Highlights

- Lymphomas from RAG2/p53- and p53-deficient mice bear distinct genome architectures
- Block in T cell development leads to 9qA4-5.3 rearrangements and amplifications
- Breakage-fusion-bridge events trigger 9qA4-5.3 aberrations in early T cell lymphomas
- The syntenic region 11q23 is amplified in some human hematological cancers

Bianchi et al., 2019, Cell Reports 27, 2847–2858  
June 4, 2019 © 2019 The Authors.  
<https://doi.org/10.1016/j.celrep.2019.05.014>

CellPress

# Breakage-Fusion-Bridge Events Trigger Complex Genome Rearrangements and Amplifications in Developmentally Arrested T Cell Lymphomas

Joy J. Bianchi,<sup>1,2,3</sup> Valentine Murigneux,<sup>1,3</sup> Marie Bedora-Faure,<sup>1</sup> Chloé Lescale,<sup>1</sup> and Ludovic Deriano<sup>1,4,\*</sup>

<sup>3</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2019.05.014>

## SUMMARY

To reveal the relative contribution of the recombination activating gene (RAG)1/2 nuclease to lymphomagenesis, we conducted a genome-wide analysis of T cell lymphomas from p53-deficient mice expressing or lacking RAG2. We found that while *p53*<sup>-/-</sup> lymphoblastic T cells harbor primarily ectopic DNA deletions, *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> T cell lymphomas display complex genomic rearrangements associated with amplification of the chromosomal location 9qA4-5.3. We show that this amplicon is generated by breakage-fusion-bridge during mitosis and arises distinctly in T cell lymphomas originating from an early progenitor stage. Notably, we report amplification of the corresponding syntenic region (11q23) in a subset of human leukemia leading to the overexpression of several cancer genes, including *MLL/KMT2A*. Our findings provide direct evidence that lymphocytes undergo malignant transformation through distinct genome architectural routes that are determined by both RAG-dependent and RAG-independent DNA damage and a block in cell development.

## INTRODUCTION

Genetic mutations are thought to result from the combination of specific DNA damage and DNA repair processes that modify the DNA sequence and clonal selection mechanisms that contribute to cancer evolution (Jackson and Bartek, 2009; Stratton et al., 2009; Yates and Campbell, 2012). As DNA damage response and repair genes are quite ubiquitously expressed in all cell and tissue types, it remains puzzling why each cancer subtype harbors a distinctive architecture of genome rearrangements.

Immature lymphoid cells are exposed to potentially harmful DNA damage events as DNA double-strand breaks (DSBs) are generated during the assembly of immunoglobulin (Ig) and T cell receptor (TCR) variable region exons via a cut-and-paste mechanism termed V(D)J (variable [diversity] joining) recombina-

tion (Bassing et al., 2002). This process is initiated when the recombination activating gene products RAG1 and RAG2, forming the RAG endonuclease, introduce DSBs between V, D, or J coding gene segments and flanking recombination signal sequences (RSSs). Recombination activating gene (RAG)-induced DSBs activate the ataxia telangiectasia mutated (ATM) kinase-dependent DNA damage response (DDR) that promotes DNA repair and mediates the p53-dependent G1/S checkpoint that arrests or eliminates cells with unrepaired DSBs. Subsequently, the non-homologous end joining (NHEJ) pathway joins RAG-DNA ends in a recombinant configuration, forming a coding joint (the rearranged antigen receptor gene) and a reciprocal signal joint (Deriano and Roth, 2013; Helmink and Sleckman, 2012; Schatz and Swanson, 2011). In addition to promoting adaptive immunity, RAGs have been implicated in the genesis of genetic instability associated with lymphoid malignancy (Marculescu et al., 2006; Onozawa and Aplan, 2012; Roth, 2014).

Loss of p53 alone in mice is sufficient to induce malignancy with a majority of animals developing thymic T cell lymphomas within approximately 4 to 6 months of age (Deriano et al., 2011; Donehower et al., 1992; Jacks et al., 1994; Lescale et al., 2016). In this model, the relative contribution of the RAG recombinase to genomic rearrangements and to overall lymphomagenesis is unclear. Indeed, p53-deficient thymic lymphoma genomes contain a relatively low number of structural variations (SVs), among which only a fraction contains signs of off-target RAG-mediated recombination (Dudgeon et al., 2014; Mijušković et al., 2015). In addition, unlike lymphoid tumors arising in mice expressing mutant RAG proteins (Deriano et al., 2011; Zhang et al., 2011) or harboring DNA repair deficiency (Zha et al., 2010; Zhu et al., 2002), p53-deficient T cell tumors lack recurrent chromosomal translocations or complex genomic rearrangements (Bassing et al., 2003; Deriano et al., 2011; Liao et al., 1998; Mijušković et al., 2015; Morales et al., 2006). Finally, RAGs are not required for lymphomagenesis, as RAG1/p53- or RAG2/p53-doubly deficient mice readily develop thymic T cell lymphomas (Delbridge et al., 2016; Liao et al., 1998; Nacht and Jacks, 1998).

Here, we use deep whole genome sequencing and cytogenetics to analyze the genomes of T cell lymphomas from p53-deficient mice expressing or lacking RAG2. We report that

(legend on next page)

both RAG-dependent and RAG-independent DNA damage underlie the onset of focal DNA deletions in p53-deficient lymphoblastic T cells. Strikingly, in tumors lacking RAG2, we identify a unique genome signature associated with complex genome rearrangements and amplifications of the chromosomal region 9qA4-5.3. We show that this localized genomic catastrophe occurs via a breakage-fusion-bridge mechanism and appears distinctly in T cell lymphomas originating from an early developmental stage. Notably, we also report amplification of this region in a small subset of human acute myeloid leukemia (AML) that is associated with *TP53* alterations and, moreover, amplification of this region in mouse and human tumors leads to the overexpression of several candidate or known cancer genes including *Mll/Kmt2a*.

## RESULTS

### T Cell Lymphomagenesis in *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> and *p53*<sup>-/-</sup> Mice

To decipher the role of the V(D)J recombinase in lymphomagenesis, we bred *Rag2*<sup>-/-</sup> mice (Shinkai et al., 1992) with *p53*<sup>-/-</sup> mice (Jacks et al., 1994) and followed tumor appearance in *p53*<sup>-/-</sup> and *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> mice (Figures S1 and S2). We next analyzed T cell lymphomas originating from these mice at the DNA level by performing whole genome deep sequencing of four *p53*<sup>-/-</sup> and four *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> thymic T cell tumors at an average coverage of 36X (range = 18–52) (Figure S2; Table S1). As expected for RAG-proficient *p53*<sup>-/-</sup> T cell lymphomas, sequence variation analysis showed alterations in the TCR and Ig genes (range = 2–7 rearrangements per tumor sample), indicating a clonal or oligoclonal origin (Figure S2A; Table S2). The *Tcrβ*, *Tcrα*, and *Igh* gene loci were most frequently rearranged with *Tcrα* rearrangements detected in all four tumor samples (Figure S2A; Table S2), indicating that *p53*<sup>-/-</sup> T cell tumor clone(s) originate from a cluster of differentiation 4 (CD4)<sup>+</sup>/CD8<sup>+</sup> double positive (DP) and/or single positive (SP) T cell stage (Figure 1A). Consistent with this, p53-deficient T cell tumors harbored high TCRβ expression and high CD28 expression, a marker of T cell differentiation post pre-TCRβ selection (Figure S2B) (Gross et al., 1992). Notably, oncogenic lesions underlying these tumors might originate at an earlier stage, followed by further differentiation to yield the observed phenotype (Figure 1A). In contrast, we did not detect V(D)J rearrangements or

CD28/TCRβ expression in *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> lymphomas owing to the incapacity of developing T cells to initiate V(D)J recombination and differentiate in the absence of RAGs (Figures S2A and S2B; Table S2) (Shinkai et al., 1992). Together with the observation that in young *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> animals, T cells are arrested at a CD4<sup>-</sup>/CD8<sup>-</sup> double negative (DN) stage of differentiation prior to overt cell transformation (Figure S1C) (Nacht and Jacks, 1998), these results indicate that *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> T cell cancer clone(s) originate from an early progenitor T cell stage (Figure 1A).

### Genome-wide Instability in p53-Deficient T Cell Lymphomas

We next conducted spectral karyotyping (SKY) on metaphase preparations of early passage tumor T cells (Figure 1B; Table S3). The average chromosome number was 47 (range = 31–66) and 43 (range = 13–70) in *p53*<sup>-/-</sup> and *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> individual tumor T cells, respectively (Table S3). Chromosome gains were more frequent than chromosome losses and, although any of the 20 chromosomes could be affected, gains of chromosomes 14 and 15 were found in more than 50% of the metaphases analyzed in both T cell lymphomas (Figure 1B; Table S3), suggesting that one or multiple selection mechanisms shape aneuploidy in p53-deficient tumors. SKY confirmed the rarity of clonal translocations in *p53*<sup>-/-</sup> T cell lymphomas (Deriano et al., 2011), while, more surprisingly, most *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> lymphoma analyzed harbored recurrent translocations involving chromosome 9 (Figure 1B; Table S3).

To further characterize genomic instability, we analyzed somatic structural variations (SVs) from our whole genome sequencing data. In total, we identified 211 SVs, including 6 inter-chromosomal and 205 intra-chromosomal rearrangements (Figure S3; Tables S2 and S4). In *p53*<sup>-/-</sup> T cell lymphomas, our analysis identified 91 intra-chromosomal SVs that were quite uniformly dispersed throughout the genome (Figures 1C, 1D, and S4A). These SVs were primarily deletions (49 SVs; 54%), with a relatively equivalent number of duplications (25 SVs; 27%) and inversions (17 SVs; 19%) (Figures 1C, 1E, and S4A; Tables S2 and S4). Although lacking RAG nuclease activity, *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> T cell lymphomas harbored a high number of SVs, with 120 rearrangements identified in four tumor samples. Strikingly, in contrast to *p53*<sup>-/-</sup> tumors a vast majority of these rearrangements (98 SVs; 81%) located to chromosome 9, with only 22

### Figure 1. Genome-wide Instability in p53-Deficient T Cell Lymphomas

- (A) Schematic of T cell development and lymphoma onset; DN, CD4<sup>-</sup>CD8<sup>-</sup>; ETP, early T cell progenitors; DP, CD4<sup>+</sup>CD8<sup>+</sup>; SP, CD4<sup>+</sup> or CD8<sup>+</sup>.  
 (B) Spectral karyotyping of representative metaphases. White arrow, t(9;16).  
 (C) Circos plots of SVs and CNVs detected in representative tumors. CNV: blue, loss; red, gain. SV: translocation, purple; inversion, green; deletion, blue; duplication, red. Genes altered by SVs are annotated: gray, V(D)J genes; red, cancer genes; blue asterisk, cryptic RSS at the breakpoint; gray asterisk, cryptic RSS at the partner breakpoint.  
 (D) Number and distribution of ectopic SVs in *p53*<sup>-/-</sup> (n = 4) and *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> (n = 4) lymphomas.  
 (E) Number and type (TRA, translocation; INV, inversion; DUP, duplication; DEL, deletion) of SVs in *p53*<sup>-/-</sup> (n = 4) and *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> (n = 4) lymphomas.  
 (F) Agnostic motif search of heptamer sequences using Multiple EM for Motif Elicitation (MEME) at the V(D)J and ectopic breakpoint junctions from *p53*<sup>-/-</sup> lymphomas (n = 4).  
 (G) Junction types in canonical V(D)J rearrangements and ectopic SVs from *p53*<sup>-/-</sup> (n = 4) and *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> (n = 4) tumors.  
 (H) Breakpoint junction sequences from one representative *p53*<sup>-/-</sup> tumor. Germline, mm10 reference genome; read, consensus reads identified at the breakpoint junctions by Delly algorithm. Conserved heptamer nucleotides are in red. For sequences with RSSs, gaps represent resected nucleotides. For sequences without RSSs, only the 20 bp included in the SV are shown for the consensus read. Gaps represent the nucleotides not conserved in the SV. NA, regions not annotated.

SVs distributed throughout the other 19 chromosomes (Figures 1C, 1D, and S4B). In addition, *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> T cell lymphoma-associated SVs were primarily inversions (62 SVs; 52%), with the remaining being deletions (29 SVs; 24%), duplications (23 SVs; 19%), and translocations (6 SVs; 5%), which were notably not present in the *p53*<sup>-/-</sup> lymphomas (Figures 1C, 1E, and S4B; Tables S2 and S4). These data demonstrate that the architecture of somatic rearrangements differs greatly between *Rag2*<sup>-/-</sup> *p53*<sup>-/-</sup> and *p53*<sup>-/-</sup> T cell lymphoma genomes.

How the deposited data were processed for this re-analysis (not part of the article)

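RNA sequencing values were analysed for 13 libraries, from 5 Atm-/- lymphomas (129S6/SvEv), 5 Rag2c/c p53-/- lymphomas and 3 WT thymuses (C57BL/6). Rag2c/c mice express a shortened RAG2 protein, the RAG2 core, and were of a mixed C57BL/6 and 129S6/SvEv background. The WT thymuses are those of the paper's RNA sequencing, and the labels state that they were re-used. Neither lymphoma group is among the tumors of the paper, so lymphoma values are given only after the article and at no conclusion of it. The paper's Rag2-/-p53-/- and p53-/- lymphoma libraries were not analysed here. The strain and the series in which a library was made go with the groups, so a batch term could not be fitted.

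The authors aligned reads to GRCm38 with STAR 2.4.0g1 and Ensembl release 78, removed duplicates and kept uniquely mapped reads. They counted reads per gene with HTSeq-count 0.6.1 and ran DESeq2 1.6.3 through SARTools 1.1.0. The methods describe these steps for the paper's own tumors and the WT thymuses and are taken to hold for the other lymphomas of the table. The values of the table are normalized counts, scores on a scale of the authors' size factors and rounded to whole numbers. This was read from the values. Column totals lay between 19788898 and 21591289, size factors recomputed from the 13 columns lay between 0.993 and 1.028, and nearly all low values fell on steps of a single read. The group means of the table equal the rounded means of the libraries for all 43629 genes. The table also holds the authors' fold change as a ratio and as log2, with p-values and adjusted p-values, for each lymphoma group against WT thymus. These were used only to count calls shared with the calls made here and to correlate log2 fold changes with those made here.

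The frequencies of low values gave the worth of 1 read, and from it the number of reads. The estimate was 6.64 to 38.8 M reads for WT thymus (median 34.1), 9.23 to 23.6 M reads for Atm-/- lymphomas (median 13.5) and 6.36 to 24.7 M reads for Rag2c/c p53-/- lymphomas (median 19.4). Values at or under 3 were treated as near 0, since 1 read was worth up to 3.38 in the shallowest library. Whole reads could not be recovered from the rounded values, so tests for raw counts were not run. The design set before the data were examined had assumed raw counts, with edgeR and TMM normalization, and these were not used. In their place, limma 3.58.1 in R 4.3.3 was fitted to log2(value + 1) of the 13 libraries in 3 groups, with a mean-variance trend and robust moderation. Genes with a value of at least 10 in at least 3 libraries were tested, which left 15872 genes. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05, an absolute log2 fold change of at least 1 and a mean of at least 10 in 1 of the groups compared. The scale was that of the authors' size factors, with size factors recomputed from the 13 columns as the alternative.

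The 9qA4-5.3 region was taken as the region common to the 4 tumors sequenced in the paper, on chromosome 9 from 28800926 to 47065834. Its expression score was the median over its 118 tested genes of the log2 value centred per gene, minus the same median over all tested genes. The same score was computed for each of 20 chromosomes. Scores were compared by two-sided exact permutation tests, whose smallest p is 0.0357 for 5 against 3 libraries and 0.0079 for 5 against 5. The region was also tested as a gene set with limma's camera at a preset correlation of 0.01. Shifts of windows of 50 consecutive genes, moved by 10 genes, were taken as the median log2 difference of a lymphoma from the mean of the WT thymuses. Cell type lists of 6 genes each covered B cells, erythroid cells, myeloid cells, thymic epithelium, fibroblasts and endothelium, and dividing cells. The score of a list was the median of log2(value + 1) over its genes in each library. GC content and gene length came from GENCODE vM21 and were known for 15759 of the tested genes (99.3%).

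The rule for genes to be named covered the 11 cancer genes of the amplicon, the genes altered in these mice and Rag1, genes the paper names for rearrangement or stage, Xist and Ddx3y, and in each comparison the 3 genes with the highest and the 3 with the lowest log2 fold change among changed genes whose groups did not overlap. Not all of the genes it selects are printed. Genes of the cell type lists are named besides, the most abundant gene of each list and genes picked after their values had been seen. The rule, the tests of scores and the lists of alternatives were set before the data were examined, and the alternatives added later are marked as such. The alternatives covered the scaling, the filter on low values, the pseudocount, the fold-change threshold, the groups in the fit, the region, the window size and leaving out each library in turn.

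The comparison was tested on simulated data with 199 genes given a known change, of which 168 (84.4%) were called, with 8 calls among genes given no change. Every planted change was larger than the log2 fold-change threshold of 1, and all genes had the same dispersion. The percentage thus does not give the recovery of changes near the threshold or of genes that vary more between tumors. A comparison with no change gave 0 calls. A block of genes raised on purpose gave a score difference of 0.582, and a comparison with no change gave -0.055.

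Structural variations and metaphases were counted from the paper's Tables S2 and S5, with the counts of Table S4 as an alternative, with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Wilson intervals, Fisher exact tests and permutation tests used scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Sequencing reads, copy number data and the human leukemia data of the paper were left out, since only the deposited expression values and the counts of Tables S2, S4 and S5 were used here.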

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

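The lymphomas below are not tumors of the paper, and their values are set against its 3 WT thymuses. The tests of explanations were chosen after the patterns had been seen, apart from the cell type lists. For the splits, scaling, the shared WT libraries, the share of thymocytes, the series, the shift of all genes, sex and the SVs of a single tumor, the deciding value had itself been seen before the test was written down.

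Expression differed widely from WT thymus in both lymphoma groups, which the paper did not analyse. In Atm-/- lymphomas 4687 of 15872 genes changed (1992 higher, 2695 lower), and in Rag2c/c p53-/- lymphomas 3750 changed (1551 higher, 2199 lower). Of the 56 splits of the 8 libraries, 1 gave as many changed genes in each comparison, the real one, and the highest count in another split was 187 for Atm-/- and 1263 for Rag2c/c p53-/- lymphomas. Both groups shared 2693 changed genes, 2675 of them in the same direction. The log2 fold changes correlated across genes with r = 0.795, where genes are not independent replicates, and the shared WT libraries alone gave at most 0.649 in 50 simulations. Scaling to equal column totals, an alternative chosen after seeing the data, left 4606 changed genes in Atm-/- lymphomas. Depth was not the whole cause, since 20.1% (Atm-/-) and 14.8% (Rag2c/c p53-/-) of the genes with a mean of at least 1000 were called, but 37.1% and 30.0% of the genes with a mean under 100 were, so a part from low depth stays open. What stays open besides is the series in which the libraries were made, since 0 of the 10 lymphoma libraries came from the series of the WT libraries. The series, the strain and the lymphomas themselves cannot be told apart. Sex stays open too for the changed genes as a whole, which were not tested for it. The sex genes Xist and Ddx3y part every Rag2c/c p53-/- lymphoma and 2 of the 5 Atm-/- lymphomas from WT thymus. In Atm-/- lymphomas the cell type lists below, apart from the erythroid list, argue against sex for their own genes. On each, every Atm-/- lymphoma, with or without Ddx3y, lay on the same side of every WT thymus. The differences were -2.55 (B cells), 1.45 (myeloid cells), -4.22 (thymic epithelium), 4.34 (fibroblasts and endothelium) and 0.95 (dividing cells).

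Other cell types were weighed with lists of 6 genes each, by the median log2 value over the 6 genes in each library, averaged per group and set against WT thymus. If the other cell types kept their proportions to each other, a lower share of thymocytes would raise them alike. But the thymic epithelium list was at -4.22 in Atm-/- and -4.35 in Rag2c/c p53-/- lymphomas, and the fibroblast and endothelium list at 4.34 and 2.53. A lower share of thymocytes with the other cell types in changed proportions stays open, since the lists cannot decide it. All 6 thymic epithelium genes had a lower mean in Atm-/- lymphomas than in WT thymus, but in Rag2c/c p53-/- lymphomas Epcam and Ccl25 (276.7 and 294.8) were higher. B cell genes were at -2.55 and -3.28, myeloid genes at 1.45 and 1.10, and genes of dividing cells at 0.95 and 1.10. For these 5 lists every lymphoma of a group lay on the same side of every WT thymus (two-sided exact permutation test, n = 5 against 3, p = 0.0357). Erythroid genes were at 0.08 (exact p = 0.9286) and -0.81 (exact p = 0.2857). WT thymus had a mean of at least 10 for all 6 genes of each list except the erythroid list, where it had 5. The most abundant gene of each list in these libraries had the following means in WT thymus, Atm-/- and Rag2c/c p53-/- lymphomas. Ighm had 10120, 8531 and 8058 for B cells, and Hbb-bs had 961, 1569 and 1040 for erythroid cells. Lyz2 had 1934, 4811 and 3000 for myeloid cells, and Epcam had 251.7, 62.8 and 471.8 for thymic epithelium. Pecam1 had 3594, 4991 and 3962 for fibroblasts and endothelium, and Top2a had 14010, 20780 and 16920 for dividing cells. Mki67, the most abundant gene of dividing cells in WT thymus, had 16310, 17520 and 15130. It was thus lower in Rag2c/c p53-/- lymphomas than in WT thymus, while the other genes of that list were higher in both groups. In the joint list, looked at gene by gene after its result was seen, the rise comes from Col1a1 (43.0, 1903 and 350.6), Col1a2 (30.67, 4475 and 357.6), Col3a1 and Sparc. Of the endothelial genes, Cdh5 fell, with 28.33, 17.6 and 3.6, while Pecam1 rose, so the list leaves endothelium undecided. A rise of fibroblasts or myeloid cells in the lymphomas stays open.

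The cancer genes of the amplicon were mostly lower in these lymphomas than in WT thymus. Of the 10 tested, 4 passed all thresholds in Atm-/- lymphomas (Ddx6, Hinfp, Cbl and Arhgap32) and 3 in Rag2c/c p53-/- lymphomas (Kmt2a, Cbl and Arhgap32), and 9 were lower in each group. Adjusted over the list alone, the counts were again 4 and 3. Leaving out a WT thymus left 9 genes tested, since Arhgap32 reaches 10 only in the 3 WT thymuses. In Rag2c/c p53-/- lymphomas Kmt2a and Cbl, 2 of the 9, passed without WT thymus replicate 1 or 3, so that fall is Arhgap32 left untested. In Atm-/- lymphomas 2 of the 9, Ddx6 and Cbl, passed without WT thymus replicate 3, where Hinfp fell short as well (-0.957). Hinfp, at -1.01 in Atm-/- lymphomas, also fell short of the fold-change threshold without Atm-/- lymphoma 2 (-0.94), 3 (-0.985) or 4 (-0.999). The median log2 fold change of the list was -0.98 and -0.85, with Arhgap32 at its bound in Atm-/- lymphomas too. The median over all genes, -0.019 in Atm-/- lymphomas, is held near 0 by the size factors, so a shift of all genes cannot be told apart from the scaling. Such a shift moves every gene alike and bears only on the level of the list, not on its place among matched lists. Of 10000 random lists matched in level, 3.61% and 4.14% had a median as low, which argues against the level of the genes alone. Sex is not the cause in Atm-/- lymphomas, since the 3 without Ddx3y, like WT thymus, had list medians of -0.781 or lower against the WT mean, and WT thymuses had -0.075 or higher. Of the Rag2c/c p53-/- lymphomas 0 were without Ddx3y, so sex stays open there. The strain, the series and the lymphomas stay open in both groups.

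The lymphoma groups also differed from each other, with 1244 changed genes, 557 higher and 687 lower in Atm-/- lymphomas. Of 100 splits of the 10 lymphomas, 1 gave as many, the real one, and the next gave 91. Strain and genotype go together in this comparison, and sex goes partly with it by the values of Xist and Ddx3y. The 9qA4-5.3 expression score was lower by 0.17 in Atm-/- lymphomas, a difference of -0.17 (two-sided exact permutation test, n = 5 against 5, p = 0.0238). Against WT thymus the difference was -0.189 (n = 5 against 3, exact p = 0.0357). Blocks of 118 neighbouring genes elsewhere differed as much from WT thymus in 36.9% of 1361 cases, and 23.3% differed as much between the lymphoma groups, so variation between blocks of neighbouring genes may be all there is in this score.

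Scores of whole chromosomes differed between the lymphoma groups, by two-sided exact permutation tests adjusted over 20 chromosomes. Chromosome 4 differed most, by -0.356 in Atm-/- against Rag2c/c p53-/- lymphomas. Smaller differences were found for chromosomes X (0.204), 19 (0.124), 3 (0.107), 8 (0.074) and 10 (0.062). For these 6 chromosomes the 5 lymphomas of a group all lay on the same side of the other 5 (exact p = 0.0079, adjusted p = 0.0265). The chromosome 1 scores differed by 0.102 and overlapped between the groups (exact p = 0.0159, adjusted p = 0.0454). Sex is not the whole cause for chromosome X, since the 2 Atm-/- lymphomas with Ddx3y, like every Rag2c/c p53-/- lymphoma, had scores of at least 0.072, and the highest Rag2c/c p53-/- score was -0.041. Strain differences, genotype and copy number were not separated here, and sex was not tested for the other chromosomes. GC content, gene length and expression level were tested for chromosome 4 only.

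Chromosome 15 genes were higher than in WT thymus, by a score difference of 0.429 in Atm-/- and 0.426 in Rag2c/c p53-/- lymphomas, and chromosome 4 genes by 0.452 in Rag2c/c p53-/- lymphomas. In each lymphoma of these groups the score lay above every WT thymus (two-sided exact permutation test, n = 5 against 3, p = 0.0357). Adjusted over 20 chromosomes, 0 passed 0.05 in either group, and 14 and 11 had an unadjusted p under 0.05. The lowest adjusted p, 0.051 and 0.0649, is set by the smallest p of the design. After removing trends with GC content, gene length and expression level, the lowest difference was 0.294 for chromosome 15, from 0.448, and 0.362 for chromosome 4, from 0.415, so these trends are not the whole cause, though part of the chromosome 15 difference goes with them. At least 66.0% of the chromosome 15 genes and 66.6% of the chromosome 4 genes lay above the median of all genes, which restates a score that is itself a median over genes and is no separate test of a few genes as the cause. Gain of the chromosome would raise windows along its whole length. The median lymphoma had 100% of chromosome 15 windows and 91.8% of chromosome 4 windows above 0. The WT thymuses ran from 18.5% to 75.9% for chromosome 15 and from 32.0% to 66.0% for chromosome 4. Atm-/- lymphoma 2 was the exception for chromosome 15, with 68.5% of windows above 0, within the range of the WT thymuses. This is consistent with a gain of chromosome 15 in most of these lymphomas and of chromosome 4 in Rag2c/c p53-/- lymphomas, as a hypothesis, since DNA was not analysed here. The paper reports frequent gains of chromosome 15 in its own lymphomas by spectral karyotyping.

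Each lymphoma had a window of 50 consecutive genes shifted above the highest window of a WT thymus, which was 0.194. The highest windows were at 1.446, 1.717, 1.376, 1.958 and 1.208 in Atm-/- lymphomas 1 to 5. In Rag2c/c p53-/- lymphomas 1 to 5 they were at 1.045, 1.701, 1.41, 1.681 and 1.04. The lowest windows of 50 genes lay further from WT thymus, between -5.827 and -3.764, against -0.215 at the lowest in a WT thymus. They were on chromosome 6 or 14, and no cause was tested. Those on chromosome 14 overlapped the Tra and Trd locus of the T cell receptor. On chromosome 6, those of Atm-/- lymphoma 4 and Rag2c/c p53-/- lymphomas 1 and 2 held T cell receptor beta segments. Those of Rag2c/c p53-/- lymphomas 3 and 4 ran from Smarcad1 to Rpia. Few beta V genes were expressed in the lymphomas, as given below, so low windows at receptor segments need not be a loss of copies. The highest window was on chromosome 14 in 7 of the 10 lymphomas, but in 4 with windows of 25 genes and in 6 with windows of 100. In Atm-/- lymphomas 1, 2 and 4 and Rag2c/c p53-/- lymphoma 5 it lay next to the Tra and Trd locus (52427928 to 54223097). With windows of 25 genes it was on chromosome 17 in Atm-/- lymphomas 2 and 4. In Atm-/- lymphoma 1 and Rag2c/c p53-/- lymphoma 5 the 25-gene window ended at 47736564, short of the locus. With windows of 100 genes the highest window of Rag2c/c p53-/- lymphoma 5 was on chromosome 15. In the windows of 50 genes next to the locus at least 80.0% of the genes were above every WT thymus. This restates that the windows were picked by the median shift of their genes and is no separate test. The lowest shift of these windows after removing trends with GC content, gene length and expression level was 1.156, still above the WT windows, so these trends are not the whole cause. In the 3 other windows on chromosome 14 the shift after the same step was 1.275 and 1.192 (Atm-/- lymphomas 3 and 5) and 1.321 (Rag2c/c p53-/- lymphoma 3). The windows on chromosomes 12, 13 and 18 were not tested for a cause, and a gain of copies stays open for each window. The window on chromosome 13, in Rag2c/c p53-/- lymphoma 2, ran from Hist1h4j to Hist1h3b. The same window was the lowest of WT thymus replicate 2 (-0.215), and this lymphoma's score for all of chromosome 13 was -0.397. For this window a shift of histone genes thus stays open as well.

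A sample stood far from the others of its group in 8 of 72 groups tested, where chance alone gives about 3.6. Rag2c/c p53-/- lymphoma 2 accounts for 3, with scores of -0.397 for chromosome 13 (others -0.112 to -0.031), -0.271 for chromosome 18 (others -0.065 to -0.007) and -0.361 for chromosome X (others -0.128 to -0.041). Atm-/- lymphoma 2 had -0.196 for chromosome 15 (others 0.147 to 0.198), and Atm-/- lymphoma 3 had 0.104 for chromosome 11 (others -0.079 to -0.028). Rag2c/c p53-/- lymphoma 2 was the shallowest library, but WT thymus replicate 2, with a similar depth, differed from the other WT thymuses by -0.06 at most on chromosomes 13, 18 and X, which argues against low depth. After removing trends with GC content, gene length and expression level, 1 of the 5 scores still stood apart, that of chromosome 13, so for the other 4 these trends and a difference in copy number cannot be told apart.

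Pafah1b2 was at 11.57 on the log2 scale in Rag2c/c p53-/- lymphoma 1 (others 11.27 to 11.34). Arhgap32 was at 1 in Atm-/- lymphoma 5 and at 1.58 in the others, which are listed values of 1 and 2 near 0 and carry no information on a difference. No explanation was tested for either.

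Among the paper's own tumors, 16248T stood apart with 47.1% of its ectopic SVs on chromosome 9. It had 8 of 17, against 90 of 103 in the other 3 Rag2-/-p53-/- tumors (87.4%). Few SVs in that tumor do not account for it (two-sided Fisher exact test, p = 0.000463), though the tumor was singled out for its percentage and this p takes no account of that. Rearrangements within a tumor are not independent, and no biological explanation was tested.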

How the results depend on the processing

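The lists of alternatives were set before the data were examined, apart from pseudocounts 0.1 and 20, equal column totals and the omission of the mean-variance trend for changed genes, pseudocount 20 for the score, and the counts of Table S4, which were chosen after seeing the data. Tests under the alternatives were those of the main values, and none was chosen after its result was seen. No paired analysis was possible because no lymphoma and thymus came from the same mouse. The Wald test of DESeq2 was not run, since it needs raw counts.

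Reported results kept their direction and side of the threshold, or moved by less than their spread, in 248 alternatives. In the others, 26 became weaker, 3 stronger, 11 moved and 10 reversed. Among single genes and chromosomes, 319 values stayed the same, 12 became weaker and 9 stronger, and these changes concern Hinfp and Kmt2a in Atm-/- and Ddx6 and Atm in Rag2c/c p53-/- lymphomas.

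With genes of at least 10 in every library, 2826 (Atm-/-), 2262 (Rag2c/c p53-/-) and 590 (between the groups) genes changed, since fewer genes were tested, and 2 cancer genes changed in Rag2c/c p53-/- lymphomas, where Arhgap32 was not tested. Without a fold-change threshold, which admits more genes, 5884 changed in Rag2c/c p53-/- lymphomas, 4495 were shared by both groups, and 8 (Atm-/-) and 7 (Rag2c/c p53-/-) cancer genes changed. With 1 library left out, changed genes numbered 3401 to 4666 (Atm-/-), 2505 to 3933 (Rag2c/c p53-/-) and 934 to 1315 (between the groups), and changed cancer genes 2 to 5 (Atm-/-) and 2 to 4 (Rag2c/c p53-/-). The lowest cancer gene counts came without WT thymus replicate 3, and in Rag2c/c p53-/- lymphomas also without replicate 1, in fits that do not test Arhgap32. The alternatives chosen after seeing the data gave 3754 to 4634 changed genes in Atm-/-, 3017 to 3713 in Rag2c/c p53-/- lymphomas and 938 to 1253 between the groups.

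The 9qA4-5.3 score depended on the region. Over chromosome 9 from its first gene to the same right end, it differed by -0.019 (Atm-/- against WT) and -0.016 (Atm-/- against Rag2c/c p53-/-). Over the genes between Arhgef12 and Pafah1b2, it differed by 0.021 (Atm-/- against WT), 0.11 (Rag2c/c p53-/- against WT) and -0.089 (between the groups). With genes of at least 100 in every library, the groups differed by -0.128 (exact p = 0.0556). The difference of Rag2c/c p53-/- lymphomas from WT, -0.019, reversed to 0.03 with the mean over genes and to 0.015 with pseudocount 20. Across the fits that each left out 1 library, it ran from -0.057 to 0.022 and reversed without Rag2c/c p53-/- lymphoma 3 or 5. That of Atm-/- lymphomas ran from -0.209 to -0.155, and that between the groups from -0.218 to -0.143. With 4 against 3 or 5 against 2 libraries no exact p can fall under 0.0571 or 0.0952, so these p-values say nothing about stability. The cause of these changes was not tested.

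As a gene set by camera, the region was not shifted from WT (-0.152 and -0.028, both over 0.05 in limma p) and differed between the groups by -0.12 (under 0.05). That difference did not hold with an estimated correlation (-0.12, over 0.05) and was 0.003 over the wider chromosome 9. With fry, which does not set the region against other genes, it held, and the shift of Atm-/- lymphomas from WT, -0.152, passed 0.05 too. Across the fits that each left out 1 library, the shift from WT in Atm-/- lymphomas ran from -0.198 to -0.115, and the shift ran from -0.15 to -0.082 between the groups, above 0.05 in p without Atm-/- lymphoma 2 or 5 or Rag2c/c p53-/- lymphoma 1 or 2. Against WT it ran from -0.075 to 0.024 in Rag2c/c p53-/- lymphomas and was above 0 without Rag2c/c p53-/- lymphoma 1 (0.017) or 5 (0.024) or WT thymus replicate 2 (0.018). The cause was not tested.

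Scores of chromosomes 15 and 4 kept their direction under each alternative run. The chromosome 14 score of Atm-/- lymphomas, -0.36, moved to -0.045 with genes of at least 100 in every library, and that of Rag2c/c p53-/- lymphomas moved from -0.054 to 0.208. With the mean over genes these scores moved the other way, to -0.648 and -0.389. After removing trends with GC content, gene length and expression level they moved from -0.398 to -0.225 and from -0.075 to 0.088, so the chromosome 14 score of Rag2c/c p53-/- lymphomas has no stable direction. The cause was not tested. Windows of 25 and 100 genes gave a highest window above every WT window in 10 of 10 lymphomas, at the same place as the 50-gene window in 6 and 6 and on chromosome 14 in 4 and 6. The WT levels of the 11 cancer genes moved by less than 1 SD under the scaling alternatives. Leaving out 1 of 3 thymuses cannot move a mean by 1 SD, so those alternatives, counted above among the results that stayed, say nothing about stability.

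The difference in SVs on chromosome 9 was 74.67 percentage points for precisely resolved SVs, where 1 p53-/- tumor had none left and exact p = 0.0571 is the smallest possible. It ran from 69.79 to 84.1 across the fits that each left out 1 tumor. Inversions differed by 33.85 percentage points (exact p = 0.0571), by 37.01 with the type given by SVDetect (exact p = 0.0286), by 34.48 with the counts of Table S4 (exact p = 0.0286) and by 30.06 for precisely resolved SVs (exact p = 0.1143). They ran from 28.41 to 41.74 across the fits that each left out 1 tumor. With an estimated 6.64 M reads in WT thymus replicate 2, a single read is worth 3.25, which limits the precision of low values.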

Differences from the paper's values

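Of 25 values of the paper that were also computed here, 0 differed by more than the spread and by over 1.5 times. The WT thymus levels among them were read off Figure 4F, so they are approximate. The axis of that figure is labelled RPKM, while the levels here are normalized counts. No test in this part was chosen after a result was seen. In the list of SVs, 212 ectopic SVs were counted where the paper's text gives 211, and 92 in p53-/- tumors where the paper gives 91, of which 18 were inversions against the paper's 17. The paper's 9qA4-5.3 statement on cancer genes concerns Rag2-/-p53-/- tumors, which were not analysed here.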

Other observations

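The tests in this part were chosen after the patterns had been seen in the same data. The values are from lymphomas that the paper does not report on.

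Of the 35 T cell receptor beta V genes in the table, 2 to 6 had a value of at least 100 in Atm-/- lymphomas, 1 to 4 in Rag2c/c p53-/- lymphomas and 18 to 19 in WT thymuses. The V gene with the highest value held 46.5% to 90.3% of the sum over V genes in Atm-/- lymphomas, 53.7% to 98.4% in Rag2c/c p53-/- lymphomas and 9.9% to 11.3% in WT thymuses (two-sided exact permutation test, n = 5 against 3, p = 0.0357 for each group). Lower depth does not account for it, since the shallow WT thymus replicate 2 had 18 V genes at 100 or more. Outgrowth of few T cell clones, where the largest V gene held at least 46.5% in every lymphoma, is a candidate explanation.

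In Atm-/- lymphomas, chromosome 14 genes upstream of the Tra and Trd locus were raised and those downstream lowered. The medians of the 224 upstream and 293 downstream genes were 0.716 and -0.89, 0.344 and -0.135, 0.581 and -0.243, 1.123 and -0.336, and 0.654 and -0.938 in Atm-/- lymphomas 1 to 5. In Rag2c/c p53-/- lymphomas 1 to 5 they were 0.201 and 0.238, -0.062 and 0.12, 0.587 and -0.056, -0.145 and 0.146, and 0.624 and 0.134. The single border that best parted the chromosome lay within 1 Mb of the locus in 5 of 5 Atm-/- lymphomas, 1 of 5 Rag2c/c p53-/- lymphomas and 0 of 3 WT thymuses (two-sided Fisher exact test, Atm-/- against Rag2c/c p53-/-, p = 0.0476). After removing trends with GC content, gene length and expression level the numbers were 4, 1 and 0, and no test was run on these. A change in copy number with a border at the Tra locus is a candidate explanation. Such a border was found in 5 Atm-/- lymphomas, or in 4 after removing the trends, and DNA was not analysed here. The paper reports gains of the whole of chromosome 14 in its own lymphomas by spectral karyotyping.

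Outside the T cell receptor segments, 32 genes were near 0 in every Atm-/- lymphoma and at 100 or more in every WT thymus, or the reverse, 21 near 0 in Atm-/- lymphomas and 11 near 0 in WT thymus. Of these, 9 and 5 were above 3 in every Rag2c/c p53-/- lymphoma, which are of mixed strain. Strain variants against the reference could give such values, but strain and genotype cannot be told apart for these 32 genes, since every Atm-/- lymphoma was 129S6/SvEv and every WT thymus C57BL/6. Trim12a was listed at 0 in all Atm-/- lymphomas against 3212 in WT thymus, at least 1070-fold lower, and at 854 in Rag2c/c p53-/- lymphomas. Gm1966 was at least 319-fold lower in Atm-/- lymphomas than in WT thymus. BC018473 was at 6611 in Atm-/- lymphomas, 17.8 in Rag2c/c p53-/- lymphomas and 6.00 in WT thymus, and H2-Bl was at least 516-fold higher in Atm-/- lymphomas than in WT thymus.

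Some other genes that the rule selects are given as means in WT thymus, Atm-/- and Rag2c/c p53-/- lymphomas. Cdkn2a had 3.67, 1072 and 4822, with 213, 489, 3808, 243 and 607 in Atm-/- lymphomas 1 to 5. Rag1 had 56697, 5411 and 13397, and Rag2 had 4703, 427 and 538. Atm had 1941, 497 and 942, and Trp53 had 5075, 8934 and 3568. Trp53 ran from 2018 to 5461 in Rag2c/c p53-/- lymphomas and from 4387 to 6341 in WT thymus, so the groups overlap and these values do not bear out the p53-/- label, and whether transcript persists from the altered allele was not tested. Cym was at least 924-fold higher in Atm-/- and 1024-fold higher in Rag2c/c p53-/- lymphomas than in WT thymus. Among the sex genes, Xist ran from 26404 to 30159 in WT thymus and from 0 to 3 in Rag2c/c p53-/- lymphomas, and was 14060, 12754, 7306, 2 and 2 in Atm-/- lymphomas 1 to 5. Ddx3y was at 0 in every WT thymus, ran from 263 to 2379 in Rag2c/c p53-/- lymphomas and was 0, 0, 0, 831 and 1178 in Atm-/- lymphomas 1 to 5. No comparison was adjusted for sex.

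The authors' own comparison in the deposited table called 4834 genes in Atm-/- and 3727 in Rag2c/c p53-/- lymphomas, the authors' counts. Of these, 4219 and 3199 were also called here, and the log2 fold changes correlated across genes with r = 0.9747 and 0.9638. The authors' fit is taken to have held more than these 13 libraries. In it, 1755 genes listed at 0 in all 13 libraries had a mean above 0. The authors' calls thus may not rest on the same libraries as those made here.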
